# Effects of soluble guanylate cyclase stimulator on renal function in ZSF-1 model of diabetic nephropathy

**DOI:** 10.1371/journal.pone.0261000

**Published:** 2022-01-27

**Authors:** Lufei Hu, Yinhong Chen, Xiaoyan Zhou, Maarten Hoek, Jason Cox, Ken Lin, Yang Liu, Wendy Blumenschein, Jeff Grein, Gayathri Swaminath

## Abstract

**Background:**

Diabetic nephropathy is associated with endothelial dysfunction and oxidative stress, in which the nitric oxide-soluble guanylate cyclase-cyclic guanosine monophosphate (NO-sGC-cGMP) signaling pathway is impaired. We hypothesize that sGC stimulator Compound 1 can enhance NO signaling, reduce proteinuria in a diabetic nephropathy preclinical model with diminished NO bioavailability and increased oxidized sGC. Therefore, we evaluated the effect of sGC stimulator Compound 1 on the renal effect in obese ZSF1 (ZSF1 OB) rats.

**Materials and methods:**

The sGC stimulator Compound 1, the standard of care agent Enalapril, and a combination of Compound 1 and Enalapril were administered chronically to obese ZSF1 rats for 6 months. Mean arterial pressure, heart rate, creatinine clearance for glomerular filtration rate (eGFR), urinary protein excretion to creatinine ratio (UPCR), and urinary albumin excretion ratio (UACR) were determined during the study. The histopathology of glomerular and interstitial lesions was assessed at the completion of the study.

**Results:**

While both Compound 1 and Enalapril significantly reduced blood pressure, the combination of Compound 1 and Enalapril normalized blood pressure levels. Compound 1 improved eGFR and reduced UPCR and UACR. A combination of Enalapril and Compound 1 resulted in a marked reduction in UPCR and UACR and improved GFR.

**Conclusion:**

The sGC stimulator Compound 1 as a monotherapy slowed renal disease progression, and a combination of the sGC stimulator with Enalapril provided greater renal protection in a rodent model of diabetic nephropathy.

## Introduction

Chronic Kidney Disease (CKD) is a huge unmet need requiring novel efficacious treatments to address disease progression. The nitric oxide-soluble guanylate cyclase-cyclic guanosine monophosphate (NO-sGC-cGMP) signaling cascade pathway plays a critical role in regulating renal function. Cyclic guanosine monophosphate (cGMP) vasodilates renal vasculature and directly influences renal blood flow, renin secretion, glomerular function, and tubular exchange processes [1, 2]. Impairment of NO-sGC-cGMP signaling results in severe kidney disease such as CKD [3].

Diabetic nephropathy (DN) is the most common cause of end-stage renal disease (ESRD) in Western societies and is characterized by a progressive decline in renal function accompanied by mesangial expansion, glomerular basement membrane thickening, and tubulointerstitial damage [4, 5]. Endothelial dysfunction is the leading cause for the progression of DN. The NO-sGC-cGMP signaling pathway plays a central role in mediating a variety of physiological responses, including smooth muscle relaxation, metabolism, mitochondrial biogenesis, and vascular and platelet homeostasis [6–9]. Endogenous nitric oxide (NO) is generated by endothelial NO synthesis (eNOS) from L-arginine. When released from the endothelium, NO binds to the ferrous (Fe^2+^) heme of the “native” soluble guanylate cyclase (sGC) and increases sGC activity and the formation of cGMP from compromised guanosine triphosphate (GTP) [10, 11]. Multiple diseases and conditions such as hypertension, heart failure, CKD, and metabolic syndrome are associated with reduced NO bioavailability due to endothelial dysfunction [12–20].

The sGC stimulator binds to an allosteric site of sGC and potentiates NO-sGC signaling [21, 22]. sGC stimulators are expected to be beneficial in disease states in which NO bioavailability is impaired or the sGC enzyme is oxidized. As kidney disease progresses, there is severe endothelial dysfunction with low NO production and sGC oxidation. sGC stimulators alone can enhance the activity of endogenous NO and act synergistically in the presence of NO to improve kidney function. Because the predominant defect—NO bioavailability or an sGC oxidative state—can vary in different diseases, different tissues or cells, or even in different stages of the disease, an sGC stimulator could be more advantageous over the other sGC class. Indeed, sGC compounds have demonstrated organ-protective effects in a variety of preclinical animal models with cardiovascular or renal dysfunction [23–32]. Given that DN is associated with endothelial dysfunction and increased oxidative stress due to low levels of NO and an oxidative state of sGC, treatment strategies aiming to vasodilate renal vasculature via the sGC stimulator may have beneficial effects for the treatment of progressive kidney disease. We hypothesize that the sGC stimulator Compound 1 is protective against DN at stages in which NO bioavailability is low or diminished. The present study was designed to assess systemic hemodynamic renal function and histology in ZSF1 rats (Lepfa/Leprcp) [a hybrid F1 of female Zucker diabetic fatty rat (Lepfa) and male spontaneously hypertensive heart failure rat (Leprcp) with different leptin receptor mutation] because these rats exhibit many of the traits of human diabetic nephropathy, including proteinuria, renal lesions, hyperglycemia, dyslipidemia, mild hypertension, oxidative stress, and obesity [33–36]. Acute and chronic studies were performed to assess renal function. The acute study investigated the effect of the sGC stimulator Compound 1 on renal blood flow and blood pressure (BP). The chronic study investigated the protective role in renal function of the vasodilator effect of sGC combined with the standard of care drug Enalapril, an angiotensin-converting enzyme inhibitor.

## Materials and methods

### Animals and reagents

#### Cell-based sGC functional assay (CASA assay)

The in vitro activity of compound 1 was assessed in CASA assay using CHO-K1/sGC stable cell line. In brief, A CHO-K1 cell line stably expressing sGC was generated. CHO-K1 cells were transfected with plasmids plREShyg-hsGCC 1 and plRESneo-hsGCB1 simultaneously using FUGENE reagent. Clones that stably express both subunits 50 were selected with hygromycin and neomycin. Clone #7 was chosen for the assay and was designated CHO-K1/sGC. CHO-K1 /sGC cells were maintained in F-K12 medium containing 10% heat-inactivated Fetal Bovine Serum (FBS), 100 ug/mL penicillin/streptomycin, 0.5 mg/mL hygromycin and 0.25 mg/mL G418. On the day of the assay, cells were harvested in EBSS Assay Buffer (EAB) containing 5 mM MgCl, 10 mM HEPES (4-(2-hydroxyet hyppiperazine-1-ethanesulfonic acid) and 0.05% BSA (bovine serum albumin) and cell density was adjusted to 2x10/mL with EAB. IBMX (3-isobutyl-1-methylxanthin, 0.5 mM) was added to inhibit degradation of cGMP. Compound 1 was diluted from DMSO stock solutions and added to the assay at a final DMSO concentration of 1%. Cells were incubated with compound 1 in the presence and absence of 10 uM of 1H-(12.4) oxadiazolo(4.3-a) quinoxalin-1-one (ODQ) for 1 hr at37° C. At the end of the incubation period, the reaction was terminated, and the cells were lysed. The level of intracellular cGMP was determined using an HTRF-based assay kit (CisBio. 62GM2PEC).

For the acute study, Sprague Dawley (CD) rats were obtained from Charles River Laboratories (CRL, Kingston, NY) in an anesthetized condition. Male ZSF1 obese (ZSF1 OB) rats (ZSF1LeprfaLeprcp/Crl) were obtained from CRL around 15 weeks of age. For the chronic study, telemetry transmitters (HD-s10, DSI, Data Sciences International, St. Paul, MN) were implanted under ketamine (80mg/kg) /xylazine (8mg/kg) i.p. To extend the duration of anesthesia plane, ketamine boost was given (not exceeding 50% of the original doses of ketamine) as needed during procedure. The detail procedure of telemetry catheter implantation was followed as per DSI manufactory manual. Briefly, A 4–6 cm midline abdominal incision was made. The transmitter was inserted into abdominal aorta. The implanted telemetry system allows for continuous monitoring of BP and heart rate (HR). Rats were acclimated to metabolism cages for 1 week prior to the start of urine collection. All procedures utilizing experimental animals were conducted in accordance with the Guide for the Care and Use of Laboratory Animals, and experimental procedures were reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) at the research laboratories of Merck & Co., Inc., Kenilworth, NJ, USA.

Compound 1 (soluble guanylate cyclase activators, US 9,365,574 B2) was synthesized by Merck & Co., Inc., Kenilworth, NJ, USA. Both Enalaprilat (catalog number 1235274) and Enalapril (catalog number E6888) were purchased from Sigma-Aldrich (St. Louis, MO). For the chronic study, the medicated diets (either Compound 1, Enalapril or a combination mixed in Purina Rodent Chow 5053 (LabDiet, St. Louis, MO) were prepared by Research Diets, Inc. (New Brunswick, NJ). The compounds were administered by in-feed dosing; the compound in feed concentration was determined by body weight and daily food intake based on historical data of daily food intake (34 g/day). The treatment was started with 22-week-old ZSF1 OB rats and continued for 6 months. Animals were housed in a temperature- and humidity-controlled facility with a 12:12-hour dark-light cycle with ad libitum access to food (Purina Rodent Chow 5053) and water.

### Experiment design

For the pilot study, the acute study male CD rat average weight was 449 ± 10 g at 12 weeks old. Three treatments were administrated intravenously over 30 minutes: 1) vehicle control [Dimethyl Sulfoxide/ polyethylene glycol 400/H2O, 10%/60%/30% (v/v/v)]; 2) Compound 1 treatment at a low dose at 0.05 mg/kg; and 3) Compound 1 treatment at a higher dose at 0.1 mg/kg. The effect of Compound 1 alone or combined with Enalaprilat was evaluated on the disease-relevant model. Forty male ZSF1 obese rats with an average body weight of 618 ± 9 g at 28 weeks old were given 4 treatments with n = 10 per group: 1) vehicle control [Dimethyl Sulfoxide/ polyethylene glycol 400/H2O, 10%/60%/30% (v/v/v)]; 2) Compound 1 dosed at 0.1 mg/kg over 30 minutes intravenously (IV); 3) Enalaprilat 3 mg/kg; 4) combination of Compound 1, 0.1 mg/kg, and Enalaprilat 3 mg/kg over 30 minutes IV. Under brief anesthesia with Inactin (T133-1G, Sigma-Aldrich; 100 mg/kg IP), a trachea cannulation was performed using polyethylene (PE-200) tubing, and the carotid artery was cannulated with PE-50 tubing and connected to an ADInstruments PowerLab 16/35 (Colorado Springs, CO) for continuous recording of BP and HR. The jugular vein was cannulated with PE-50 tubing for continuous IV drug administration using the Harvard infusion pump PHD2000 (Cambridge, MA). A Stryker T/Pump (Kalamazoo, MI) water bath and heating pad was used to maintain rat body temperature around 37°C. An ultrasonic transit time (1RB, Transonic Systems; Ithaca, NY) flow probe was placed around the left renal artery for measurement of renal blood flow (RBF) by a flowmeter Transonic system TS420 (Ithaca, NY) to record beat-to-beat RBF. The RBF was allowed to stabilize for at least 30 min followed by 30 min of baseline measurement recorded before drug administration. All compounds were infused over a 30-minute period and infusion was stopped and recorded for another 30 minutes. Terminal blood samples were taken to measure drug exposure level. The animals were euthanized with an IV overdose of Inactin.

For the 6-month chronic study, 44 male ZSF1 OB rats (22 weeks of age), weighted 596 ± 4 g were randomly assigned for 26 weeks into 4 groups based on their average baseline urinary protein excretion (UPE), mean blood pressure (MBP), and body weight to receive either vehicle control (n = 11), Enalapril (3 mg/kg/day in chow, n = 9/group), or Compound 1 at 1 to 3 mg/kg/day (n = 12), or a combination of Compound 1 at 1 mg/kg/day with Enalapril (3 mg/kg/day) (n = 12/group). Heart rate, systolic pressure, diastolic pressure and mean BP were collected for 60 seconds every 5 minutes via DSI Dataquest system version 4.1 (Data Sciences International, St. Paul, MN) for 5 days every other week. Body weight and food and water intake were recorded biweekly. It is known that hemodynamics response could indirectly affect renal function. The study was intended to see if sGC stimulator alone would have benefits compared to standard of care drugs such as enalapril. The hemodynamic response was maintained similar to enalapril to investigate direct renal effects and not confound with blood pressure effects. Compound 1 was initiated at low dose of 1mg and increased to 3mg/kg to have sustained blood pressure comparable to enalapril effect on these rats. Animals were individually housed during scheduled telemetry recording and metabolism urine collection to allow for collection of individual animal data and samples. Urine was collected biweekly over a 24-hour period for measurement of protein and albumin. Rats were acclimated to metabolism cages for at least 1 week prior to baseline urine collections and remained in these cages to allow for biweekly collection of urine. Baseline measurements were collected 1 week prior to the start of treatment at 21 weeks of age. Urine was collected at room temperature and urine volume was recorded for each rat; blood samples were obtained right after 24-hour urine collection by jugular vein puncture. Blood samples were collected at baseline, biweekly for the first 2 months and monthly afterward, over 26 weeks of treatment and at termination of the study for pharmacokinetic clinical chemistry. Urine and blood samples were then centrifuged, separated into aliquots, and frozen at −80°C until analyzed. At the end of the study, rats were euthanized by exsanguination through cardiac puncture under isoflurane anesthesia (Isoflurane (5% for induction, then 1–2% for maintaining a steady state), and kidneys were collected for histology and bulk for RNA Sequencing (RNA-Seq) analysis.

Ethylenediamine tetraacetic acid (EDTA) blood samples were processed to plasma (approximately 10,000 RPM for 3–5 minutes). EDTA plasma samples were transferred using a pipette into a 2 mL 96-well plate, and frozen immediately over dry ice or in a freezer set to maintain -80°C. For clinical biochemistry assay, on the day of analysis the samples were treated with LipoClear (Thermo Fisher Scientific, Waltham, MA) after initial centrifugation (20 μL of LipoClear was added for every 100 μL of plasma). The LipoClear-treated aliquot was centrifuged in a micro-centrifuge for 2 minutes at 9800–10,500 rpm and then transferred to a fresh tube for analysis.

### Tissue collection and preservation

Representative samples of left kidney were collected and preserved in 10% neutral buffered formalin for 24–48 hours and then transferred to 70% alcohol. A portion of the right kidney was snap-frozen with liquid nitrogen prior to be placed into a cryovial. The snap-frozen kidney tissue was stored in a freezer set to maintain -80°C for further RNA-Seq analysis.

### Biomarker measurement and plasma compound level analysis

The following were measured by Roche Modular Chemistry System (Roche Diagnostics, Indianapolis, IN): Blood urea nitrogen (BUN), total protein, albumin, cholesterol, low-density lipoprotein (LDL), high-density lipoprotein (HDL), triglycerides (TG), glucose in plasma and urinary urea nitrogen, creatinine, total protein, albumin, and glucose in urine. Creatinine clearance (CrCL) was calculated using the following formula: CrCL = urinary creatinine excretion rate/plasma creatinine concentration. The following were also measured: Urinary albumin concentration and levels of kidney injury biomarkers, including kidney injury molecule-1 (KIM-1), Cystatin C, and neutrophil gelatinase-associated lipocalin (NGAL), an acute kidney injury biomarker. Plasma exposure of Enalaprilat and Compound 1 were determined by liquid chromatography-tandem mass spectrometry (LC-MS/MS) using a LC-MS/MS mass spectrometer 4500 Triple Quad (Sciex, Redwood City, CA). cGMP was measured using commercially available kit (cGMP ELISA kit item, #581021, Caymanchem Ann Arbor, MI).

### Tissue total RNA isolation and RNAseq sequencing

Kidney tissues were extracted from experimental animals and immediately snap-frozen in liquid nitrogen and stored at −80°C for analysis. Tissues were homogenized into RNA STAT-60 (Tel-Test Inc., Friendswood, TX) using a polytron homogenizer, followed by total RNA isolation using the MagMAX mirVana Total RNA isolation kit (Thermo Fisher Scientific Inc., Foster City, CA) according to the manufacturer’s instructions. Total RNA quality was quantified and qualified on the Agilent Fragment Analyzer System using the RNA standard sensitivity kit per manufacturer’s instructions (Agilent, Santa Clara, CA). Sequencing libraries were prepared using Illumina’s TruSeq Stranded mRNA kit per manufacturer’s instructions (Illumina, San Diego, CA) and sequenced on the Illumina Novaseq with 100 paired end read length and 8G output read depth.

### Kidney histology assessment

Kidney tissue was collected immediately at the end of the study and fixed by immersion in 10% phosphate-buffered formalin for 48 hours. Formalin-fixed tissues were washed in a phosphate buffer, dehydrated through a graded series of ethanol and xylene, and then paraffin-embedded. Tissue sections were stained with hematoxylin and eosin (H&E), periodic acid–Schiff (PAS), and Masson’s trichrome, and evaluated under a light microscope. The extent of histopathologic changes in renal tubules, interstitial, vasculature, and glomeruli were graded on a 0 to 5 scale corresponding to normal, minimal, mild, moderate, marked, and severe. Collagen deposition in the kidney was graded on a 0 to 5 scale corresponding to minimal, mild, moderate, marked, and severe, based on the size and intensity of the blue-stained area. The findings are separated for tubules, interstitial, vasculature, glomeruli, and fibrous tissue. Severity score 5 (severe) did not occur in this study. In addition, a combined severity score for each animal is provided as “nephropathy,” an “approximate estimate” combined score of the changes, not a statistical average.

### Pharmacokinetic measurements

Chromatographic separation was performed on an Acquity I-Class UPLC (Waters, Milford, MA). Samples without polyethylene glycol in the dosing solution were analyzed with a Waters HSS T3 1.8 μm, 2.1 x 50 mm column maintained at 40°C with a flow rate of 0.75 mL/min. Mobile phase A consisted of water with 0.1% formic acid, and mobile phase B consisted of acetonitrile with 0.1% formic acid. An initial condition of 95% A was held for 0.25 minutes, followed by a linear gradient to 95% B for 1.5 minutes, held at 95% B for 0.4 minutes, and then equilibrated back to 95% A.

Samples with polyethylene glycol in the dosing solution were analyzed with a Phenomenex Kinetex Biphenyl 2.6 μm, 2.1 x 50 mm column (Phenomenex, Torrance, CA) maintained at 40°C with a flow rate of 0.75 mL/min. This alternate separation was required due to coelution and ionization suppression of Enalaprilat by PEG with the HSS T3 method. Mobile phase A consisted of water with 0.1% formic acid, and mobile phase B consisted of methanol with 0.1% formic acid. An initial condition of 60% A was held for 0.25 minutes, followed by a linear gradient to 60% B for 1.5 minutes, increased to 95% B and held for 0.4 minutes, and then equilibrated back to 60% A.

Mass spectrometer quantitation was performed on a 4500 Triple Quad (Sciex) with electrospray ionization under positive mode with Analyst 1.6.3 operating software. The following ion transitions were used: Enalaprilat (349.0/206.0, DP 71, CE 25) and Compound 1 (537.2/509.3, DP 100, CE 55).

For the Sample preparation, calibrators for Enalaprilat and Compound 1 were dispensed into individual wells by an HP D300 Digital Dispenser (HP, Palo Alto, CA) with final concentrations from 1 nM to 10 μM after addition of 50 μL blank ZSF1 OB rat plasma. 40 μL calibrators and study samples were protein- precipitated with a 160 μL internal standard cocktail (200 nM labetalol, 200 nM imipramine, and 200 nM diclofenac in acetonitrile with 0.1% formic acid) and passed through a Waters Ostro plate for phospholipid removal. The filtrate was mixed with an equal volume of water with 0.1% formic acid and analyzed by liquid chromatography with tandem mass spectrometry (LC-MS/MS).

### Statistical analysis

All data are presented as mean ± SEM. Data collected repetitively over time were analyzed using a two-way analysis of variance with repeated measures and a Tukey post hoc analysis using GraphPad Prism Version 8.0 (GraphPad Software, La Jolla, CA).

Data such as biomarkers and histologic endpoints were analyzed using a one-way analysis of variance with Dunnett’s post hoc analysis. A *P* value of <0.05 is statistically significant.

### Gene expression analysis

#### Kidney transcriptional analysis

Forty-four kidney samples were used for transcriptional analysis, with 11 vehicles, 9 treated with Enalapril, 12 treated with Compound 1, and 12 treated with a combination of Enalapril and Compound 1. Prior to analyzing the count matrices, a pre-processing filtering was applied to remove low expression genes by requiring each gene’s fragments per kilobase of transcript per million mapped reads (FPKM) value to be >1 in at least 9 samples. Raw count files for each treatment vs vehicle group were used as input of DESeq2 in R to identify differentially expressed genes (DEGs). We considered DEGs significant if their adjusted *P* values were <0.05 and their fold change was >1.50 (up-regulation) or less than <0.66 (down-regulation).

#### Pathway enrichment analysis

To get a comprehensive view of significantly regulated pathways, we first identified enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) rat pathways using a clusterProfiler R package based on up- and down-regulated DEGs selected from each of the treatment vs vehicle group. Only pathways that with members >5 and <500 were considered. We next used QIAGEN’s Ingenuity Pathway Analysis (IPA®, QIAGEN Redwood City, CA) to identify cellular processes associated with the identified DEGs. In both cases, significant pathways (*P* adj <0.05) were further investigated.

## Results

### Effect of compound 1 to activate sGC in functional CASA assay

Compound 1 increased sGC activity in recombinant CHO-K1 stable cell line expressing sGC, when the heme group is in ferrous state or oxidized to ferric state by treatment with ODQ as shown in **Fig 1**. Compound activates sGC with potency of (EC_50_ = 135.1±1.18 nM) without ODQ and (EC_50_ = 543.1±1.08 nM) with ODQ, respectively.

**Fig 1:**
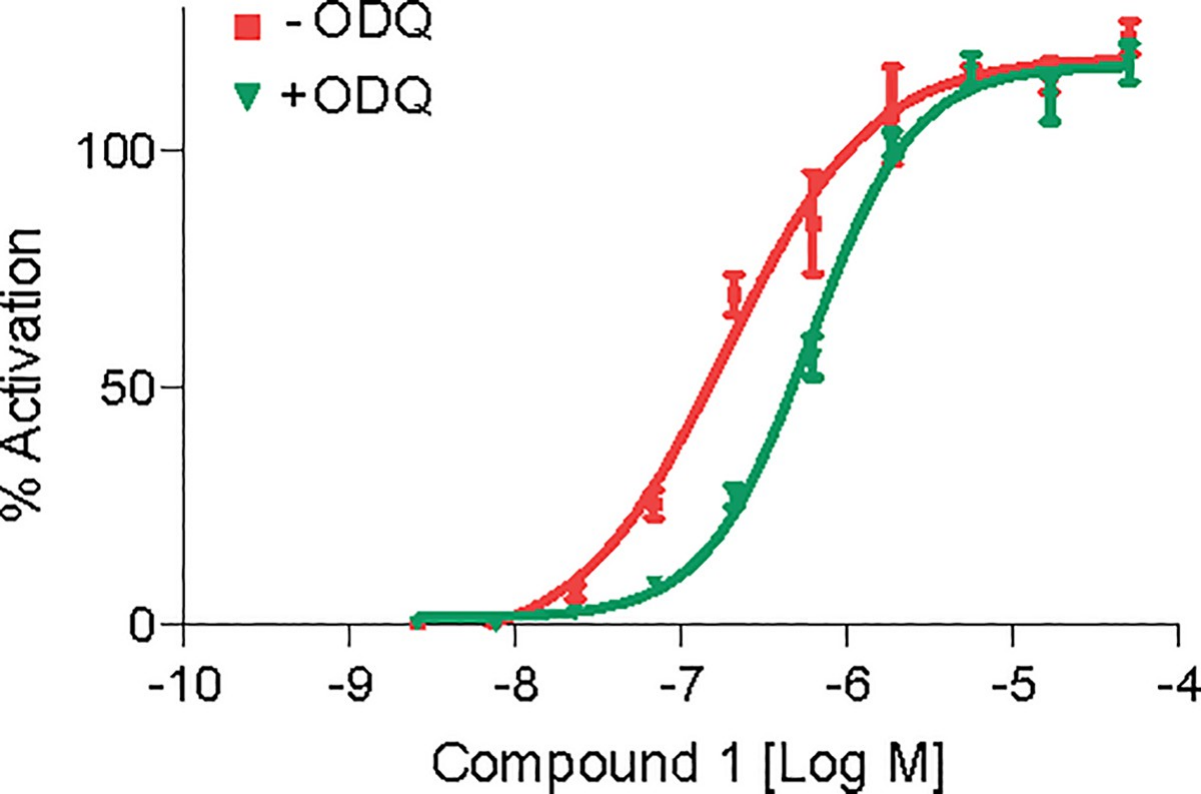
In vitro activity of compound 1 in CHO-K1/sGC stable cell line. The in vitro activity of compound 1 was assessed in cell-based sGC Functional Assay (CASA Assay) using CHO-K1/sGC stable cell line. Red square denotes compound 1 sGC activation in absence of ODQ and the green triangle shows activation in presence of ODQ.

### Acute effects of Compound 1 on blood pressure and RBF in anesthetized CD rats

Compound 1 induced a dose-dependent effect on BP reduction: 21.8 ± 2.1% and 24.0 ± 2.8% at the 60-minute time point for 0.05 mg/kg and 0.1 mg/kg, respectively **(Fig 2A)**. However, RBF was significantly increased only in the high-dose treated group (33.8 ± 7.3%) and not in the low-dose one (13.2 ± 6.4% vs 12.6 ±2.0% in vehicle control group) despite a similar BP drop (21.8 ± 2.1% vs 24.0 ± 2.8%) at 60 minutes **(Fig 2B)**.

**Fig 2:**
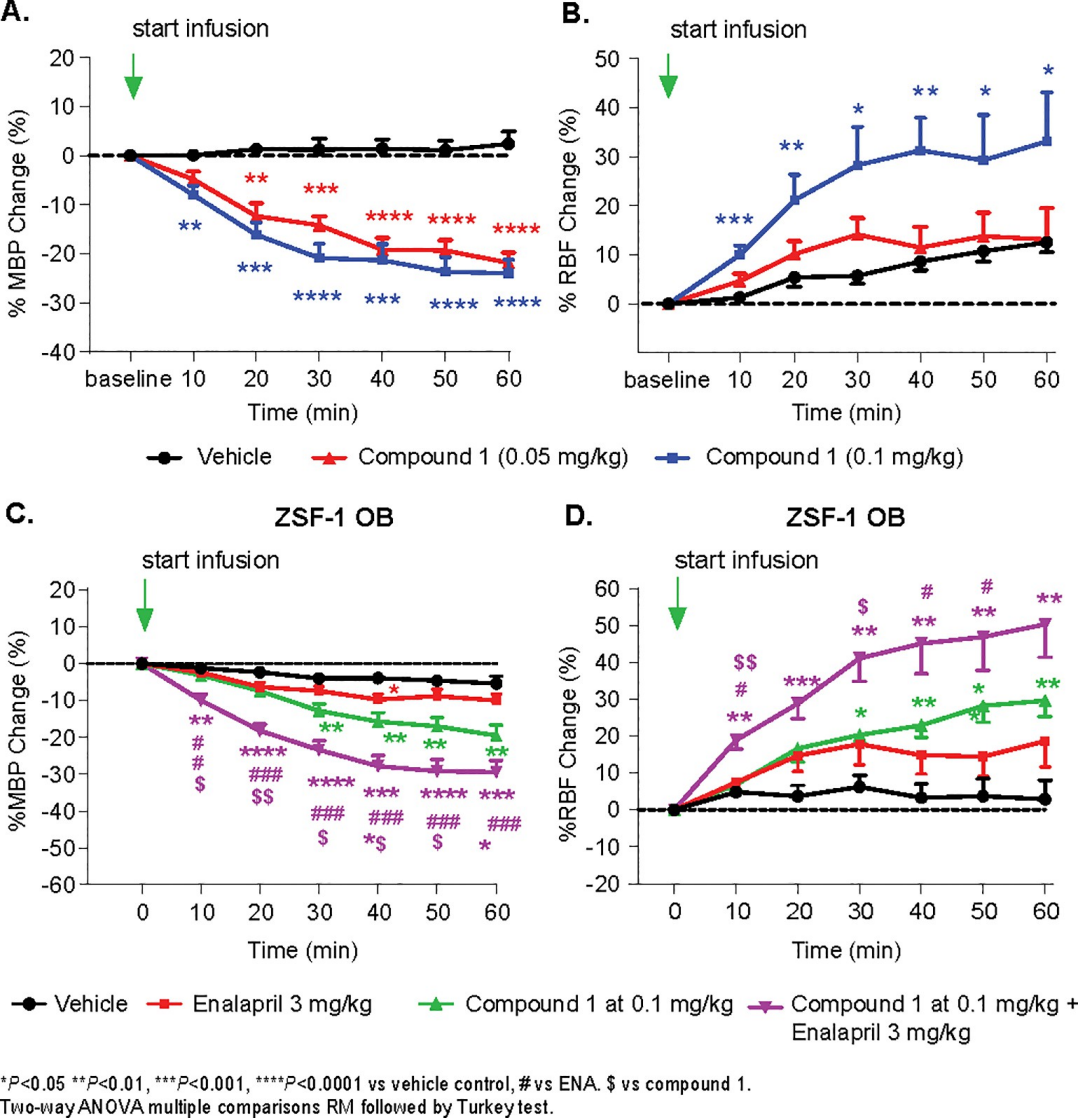
Acute effect of Compound 1 on MBP and RBF in anesthetized CD rats. Green arrow indicates start of IV infusion of Vehicle or Compound 1 for 30 minutes. (A) Black circle represents data from vehicle treated group; red triangle represents data from low dose of compound 1 at 0.05 mg/kg, the blue rectangle represents high dose of compound 1 at 0.1 mg/kg. Each data point represents the averaged data of MBP in a 10-min interval and shows dose-dependent effect of Compound 1 on the percentage change of MBP from baseline. In comparison with data from the Vehicle-treated group, Compound 1 significantly decreased MBP in both 0.05 and 0.1 mg/kg doses.(B) shows dose-dependent effect of Compound 1 on the percentage change of RBF. Only the high dose of Compound 1 significantly increased RBF vs Vehicle control. *P <0.05 **P <0.01, ***P <0.001, ****P <0.0001 vs Vehicle control. Two-way repeated measures ANOVA with multiple comparisons followed by Tukey test. C and D. Acute effect of Compound 1 and/or Enalaprilat on MBP and RBF in anesthetized ZSF1 OB rats.

### Acute effects of Compound 1 on BP and RBF in anesthetized ZSF1 OB rats

When both Compound 1 and positive control Enalaprilat were administered to ZSF1 OB rats, Enalaprilat only reduced BP moderately (10.0 ± 1.8% vs. 5.4 ± 2.0 in vehicle control), while Compound 1 significantly reduced BP for 19.5 ± 2.9% in ZSF1 OB. The additive effect on BP reduction (29.4 ± 3.1%) was observed in the combination treatment group **(Fig 2C)**. Enalaprilat only moderately increased renal blood flow (18.6 ± 7.0% vs. 2.9 ± 5.1% in vehicle control, which was not significant). Compound 1 significantly increased RBP 29.6 ± 4.3% and the combination treatment had a synergistic effect on RBF of 50.3 ± 8.9% at 60 minutes **(Fig 2D)**. At 60 minutes, the plasma concentration of Compound 1 is 356.0 ± 43.2 nM and the concentration of Enalaprilat is 34.5 ± 4.8 μM.

Green arrow indicates start of IV infusion of Vehicle or Compound 1 or Enalaprilat or combination of Compound 1 and Enalaprilat for 30 minutes. Black circle represents data from vehicle treated group; red rectangle represents data from enalaprilat treated group; green triangle represents of compound 1 at 0.1 mg/k while purple triangle represents that of combination treatment of both enalaprilat and compound 1 at 0.1 mg/kg. (C) Each data point represents the averaged data of MBP in a 10-min interval and shows the effect of Compound 1, Enalaprilat or combination of both on the percentage change of MBP from baseline. In comparison with the data from the Vehicle-treated group, Enalaprilat moderately reduced BP, Compound 1 significantly decreased MBP, and a combination of Compound 1 and Enalaprilat showed additional BP reduction. (D) shows the effect of treatments on the percentage change of RBF vs Vehicle control. Enalaprilat did not change RBF and Compound 1 significantly increased RBF. The combination of Compound 1 and Enalaprilat showed additive or synergistic effects on RBF. *P <0.05 vs Vehicle control, # vs ENA. $ vs Compound 1. Two-way repeated measures ANOVA with multiple comparisons followed by Tukey test.

#### Chronic effect of sGC stimulators on systemic hemodynamics

Because the effect of Compound 1 on BP was normalizing, the dose of Compound 1 was increased from 1 mg/kg/day to 3 mg/kg/day in order to achieve a similar degree of BP reduction seen in the Enalapril-treated group. Compound 1 significantly reduced MBP (-10.7± 0.7% vs vehicle control group). Enalapril reduced MBP more (-16.2 ± 0.5% vs vehicle control group), while a combination of Compound 1 and Enalapril reduced MBP (-21.4 ± 0.6% vs vehicle control group) to a near normotensive level at week 25 **(Fig 3A)**. HR was significantly increased by Compound 1 (12.5 ± 1.4% vs vehicle control) and increased to 11.7 ± 0.9% in the combination-treated groups **(Fig 3B)**. The positive control Enalapril at 3 mg/kg/day had almost no effect on HR (1.2 ± 1.1%). Plasma exposure of Compound 1 is 72.3 ± 5.2 nM and the Enalaprilat concentration of the Enalapril metabolite is 215.8 ± 11.4 nM.

**Fig 3:**
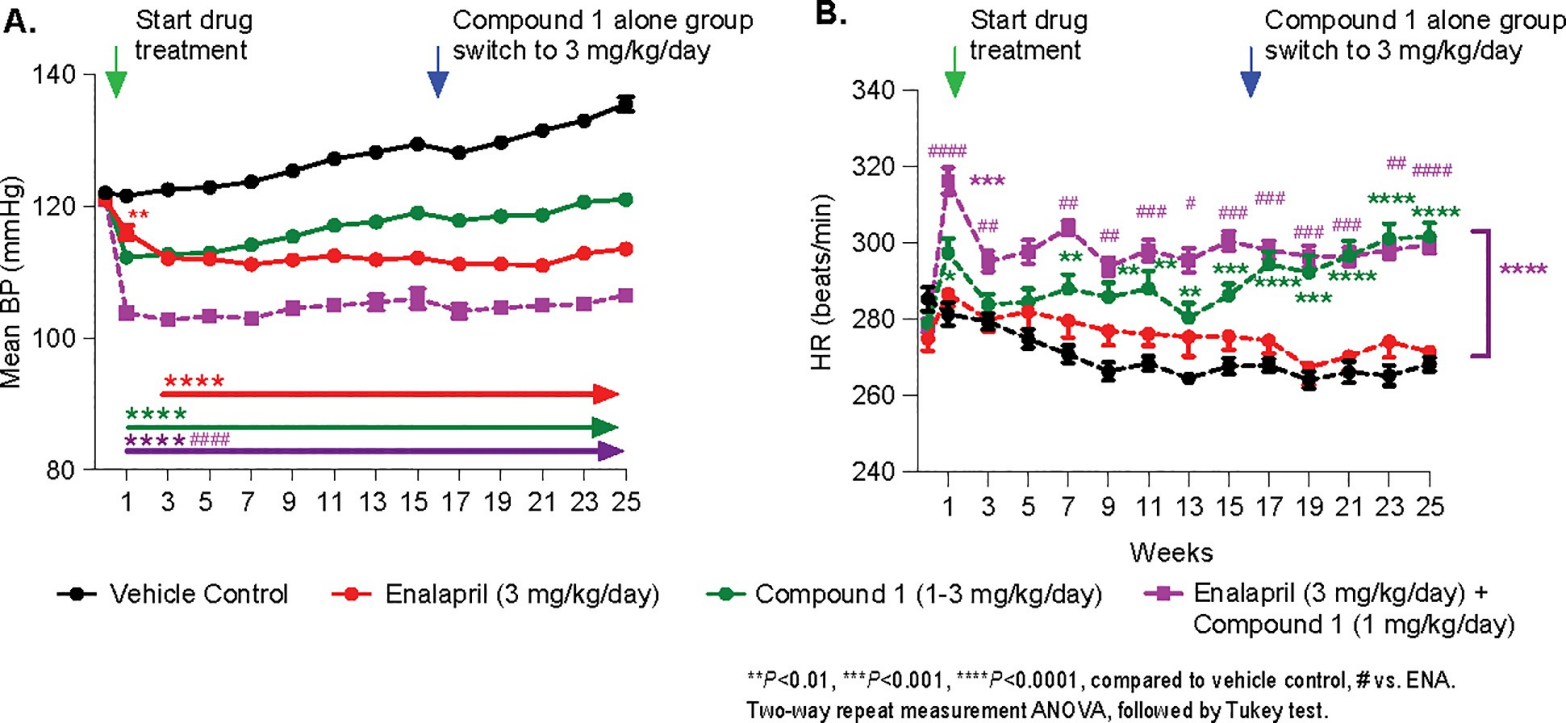
Effect of Compound 1 or Enalapril or combination of Compound 1 and Enalapril on MBP and HR. Green arrow indicates start of the treatments of Vehicle or Compound 1 or Enalapril or combination of Compound 1 and Enalapril for 6 months. Blue arrow indicates Compound 1 dose was switched from 1 mg/kg/day to 3 mg/kg/day. (A) Compound 1 significantly reduced MBP but not as much as Enalapril treatment, while a Compound 1 and Enalapril combination reduced MBP to normotensive level. (B) HR was significantly increased in both Compound 1-treated group and combination-treated groups. Two-way repeated measures ANOVA with multiple comparisons followed by Tukey test.

### Chronic effect of sGC stimulators on renal function in ZSF1 OB rats

GFR, via CrCL, was improved by Enalapril, Compound 1 and a combination by 29%, 44% and 44%, respectively, at week 16. However, at week 24, a further increment of RBF in Enalapril (34%) or Compound 1 (7%) was observed compared to vehicle control. Only in the combination group was GFR increased significantly (61%). At 26 weeks, all treatment improved GFR compared to that of vehicle control: Enalapril improved 67%, Compound 1 improved 72% and the combination treatment improved by 110% **(Fig 4A–4C)**.

**Fig 4:**
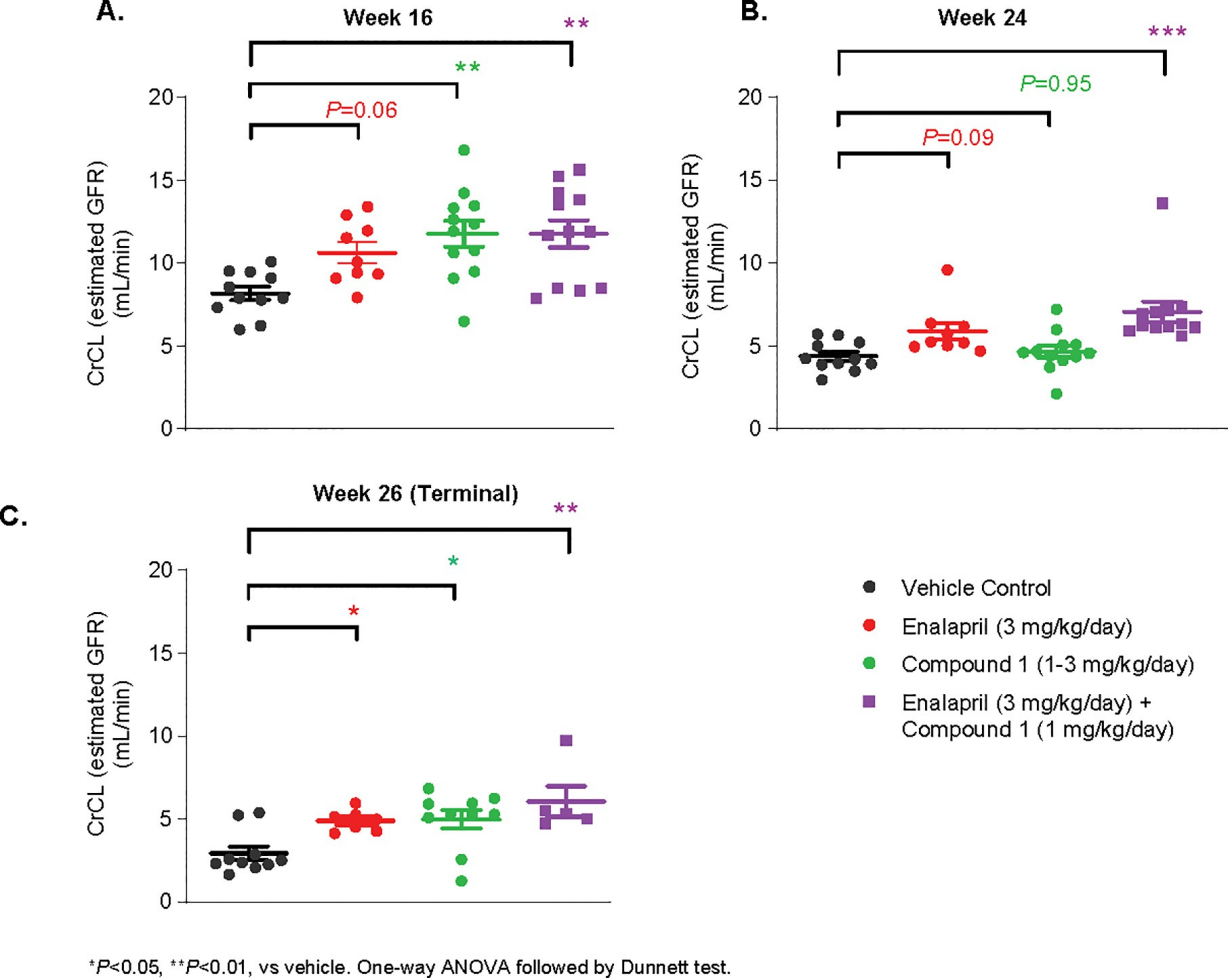
Chronic effects of Compound 1 on GFR in ZSF1 OB rats. GFR by creatinine clearance (CrCL) was improved by Enalapril, Compound 1 and combination at 16 weeks (A) and at (C) 26 weeks vs that of Vehicle control. *P <0.05 vs Vehicle control. One-way ANOVA followed by Dunnett’s test.

Obese ZSF1 rats developed proteinuria progressively over time. Enalapril, Compound 1 and the combination treatment significantly reduced protein to creatinine ratio by 63%, 27% and 83% compared to that of vehicle control **(Fig 5A)**. At week 26, Enalapril, Compound 1 and the combination significantly reduced albuminuria by 55%, 62% and 79%, respectively, compared to that of vehicle control **(Fig 5B)**.

**Fig 5:**
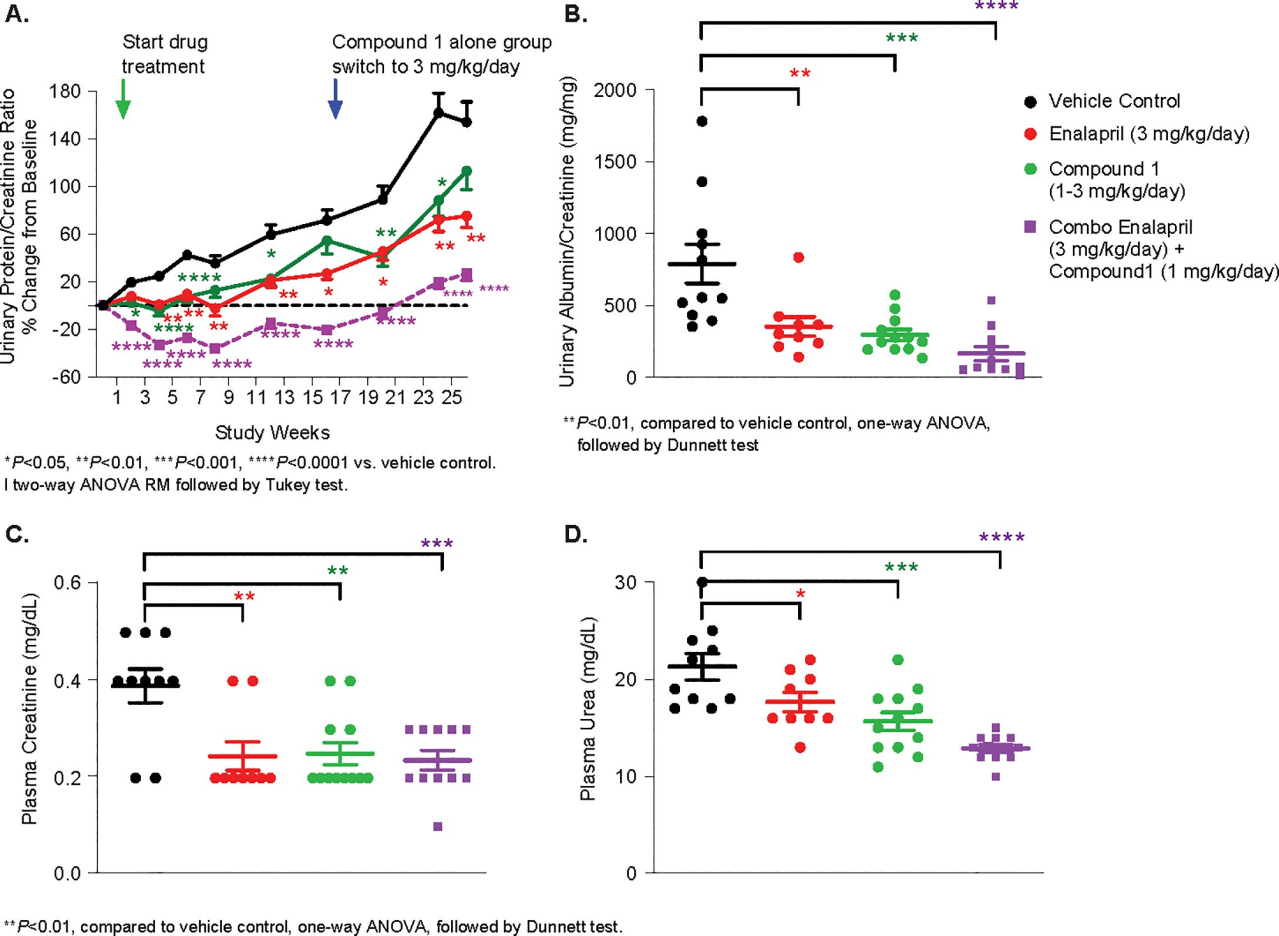
Effect of Compound 1 on urinary protein to creatinine ratio (UPCR). Green arrow indicates start of the treatments of Vehicle or Compound 1 or Enalapril or combination of Compound 1 and Enalapril for 6 months. Blue arrow indicates Compound 1 dose was switched from 1 mg/kg/day to 3 mg/kg/day. (A) Enalapril, Compound 1 and combination treatment significantly reduced protein to creatinine ratio compared to that of Vehicle control and (B) Albumin to creatinine ratio (UACR) at week 26. Enalapril, Compound 1 and combination of both significantly reduced albuminuria compared to that of Vehicle control. *P <0.05, **P <0.01, ***P <0.001, ****P <0.0001 vs Vehicle control. Two-way repeated measures ANOVA followed by Tukey test. Effect of Compound 1 on plasma creatinine and urea. Plasma levels of creatinine (5C) and urea (5D) were significantly reduced in all 3 treatment groups. **P <0.01, compared to Vehicle control, one-way ANOVA, followed by Dunnett’s test.

Consistent with eGFR and urinary protein/albumin excretion, plasma levels of creatinine and urea were significantly reduced in all 3 treatment groups **(Fig 5C and 5D)**.

#### Plasma and urinary cGMP

All three-treatment group had similar plasma cGMP seen in that in vehicle treated group. Both compound 1 and combination of compound 1 plus enalapril significantly increase urinary cGMP (nmol/24 hour).

#### Urinary biomarkers

All three treated groups had reduced urinary Cystatin C but only the combination treatment significantly reduced plasma Cystatin C levels **(Fig 6A and 6B)**. Both Enalapril and the combination treatment also reduced urinary NGAL and KIM-1 **(Fig 6C and 6D)**.

**Fig 6:**
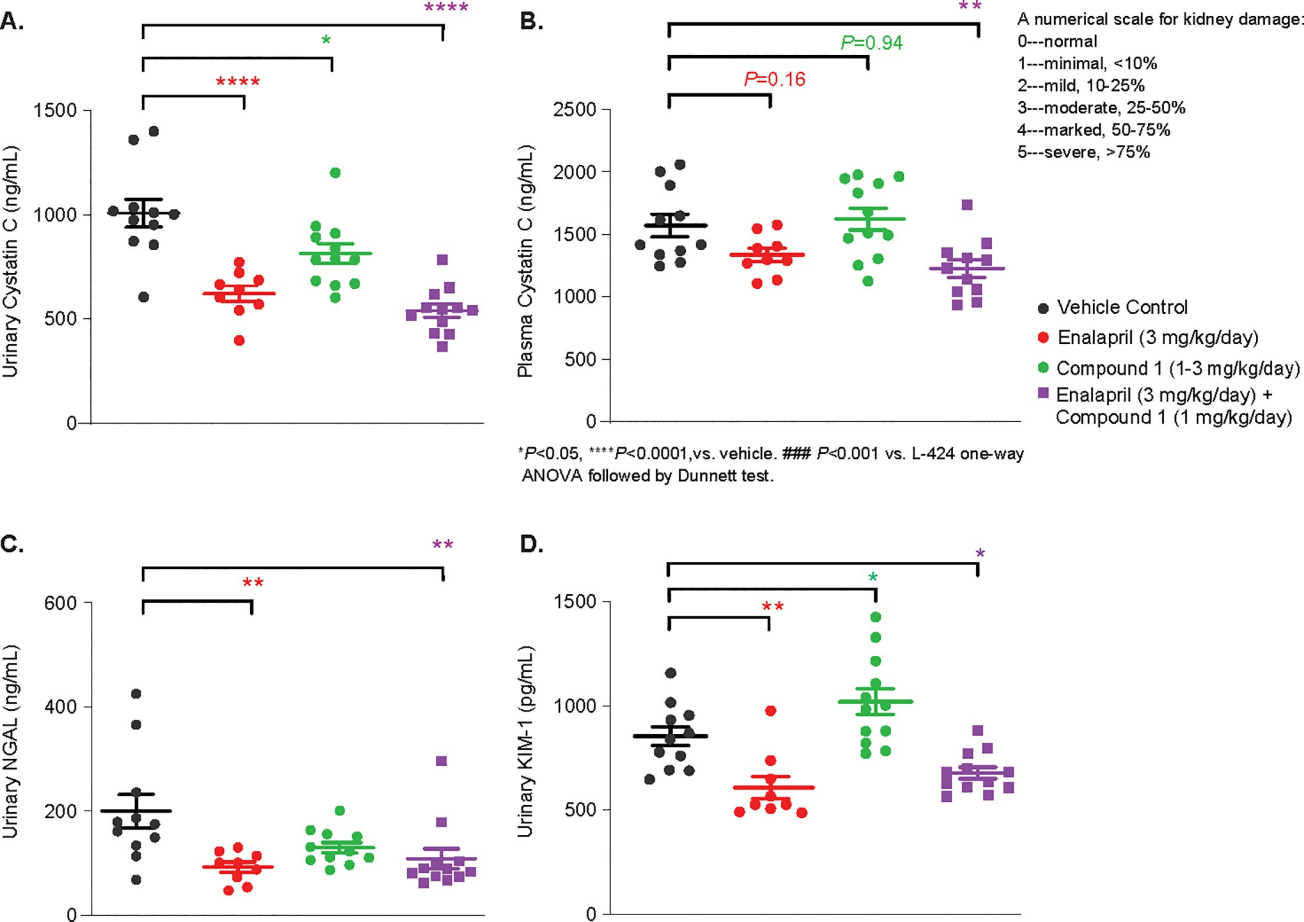
Effect of Compound 1 on plasma Cystatin C and urinary biomarkers. All 3 treated groups had reduced urinary Cystatin C concentration. (A) Only combination treatment significantly reduced plasma Cystatin C level. (B) Both Enalapril and combination treatments also reduced urinary NGAL (C) and (D) KIM-1. *P<0.05, compared to Vehicle control. One-way ANOVA, followed by Dunnett’s test.

#### Renal histopathology

A nephropathy score is a combined score from each component (tubules, interstitial, and glomeruli). Enalapril and the combination treatment significantly reduced nephropathy score as well as tubular injury, vascular interstitial and glomerular injury scores, while Compound 1 did not have any observable effect **(Fig 7A–7D)**. Consistent with renal histology, the kidney to body weight ratio was reduced with Enalapril treatment or the combination treatment **(Fig 7F)**, indicating a remodeling effect in the kidney.

**Fig 7:**
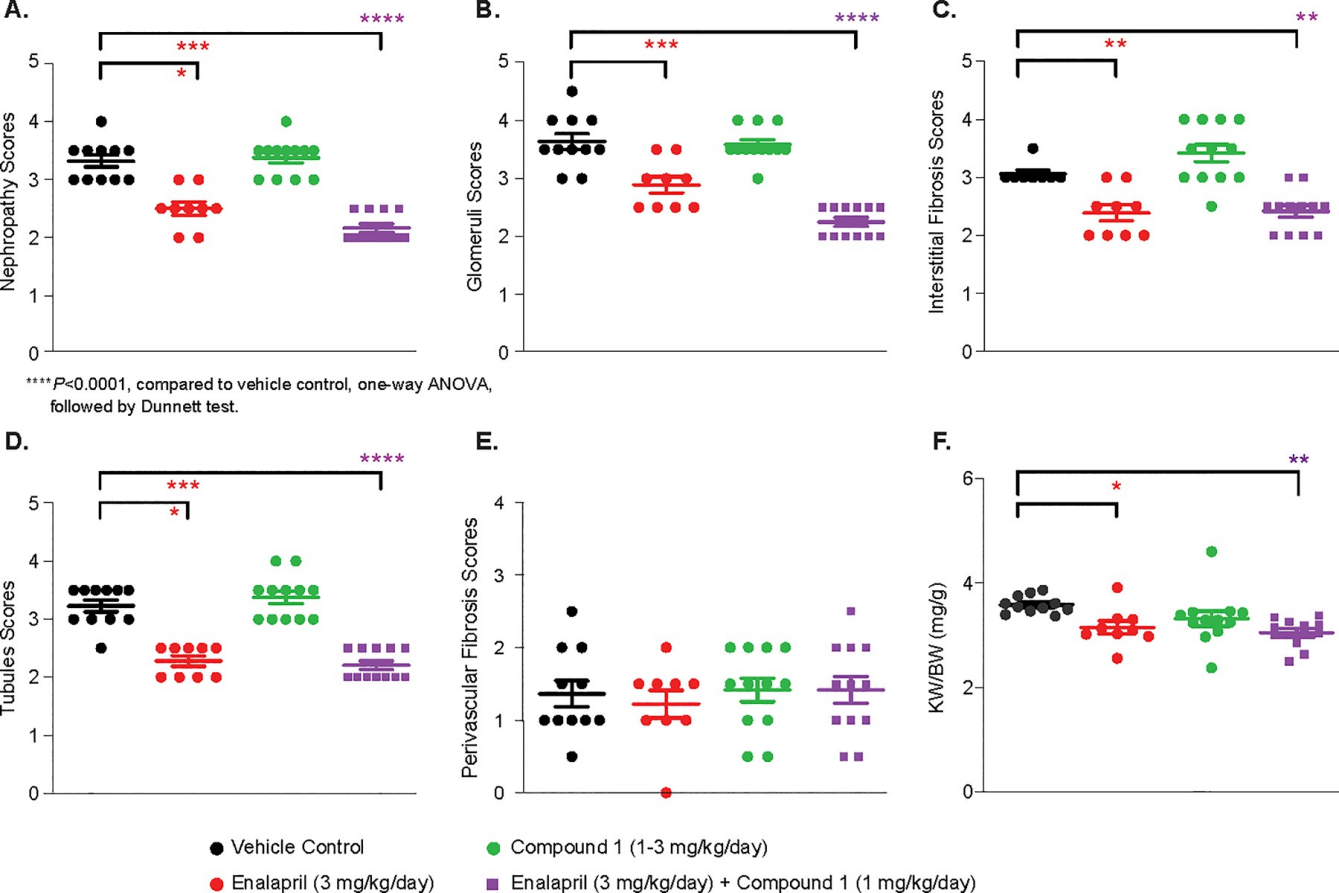
Renal histology after 6 months of Compound 1 administration. (A) Nephropathy score is a combined score from each component (tubules, interstitial, and glomeruli). Enalapril or combination significantly reduced nephropathy score as well as tubular injury (D) vascular interstitial (E) and glomerular injury scores (B), while Compound 1 did not have an effect. (F) Kidney weight to body weight ratio was significantly reduced by Enalapril or combination treatment.

### Gene expression profiling

There are 379, 38 and 652 DEGs in the Enalapril vs Vehicle, Compound 1 vs Vehicle, and Enalapril and Compound 1 vs Vehicle groups, respectively, with the most significant 20 DEGs in the 3 groups **(Fig 8A–8C)**. 

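Kidney of male obese ZSF1 rats, a strain with obesity, diabetes and progressive kidney disease, was sequenced after 6 months of treatment that began at 22 weeks of age. Each of 44 libraries came from a different animal: 11 received the vehicle (Vehicle), 9 received Enalapril at 3 mg/kg/day, 12 received Compound 1 at 1 and later 3 mg/kg/day, and 12 received Enalapril at 3 mg/kg/day with Compound 1 at 1 mg/kg/day (the combination). The dose of Compound 1 therefore differed between the groups that received it. The libraries were stranded and made from mRNA, and the deposited values are FPKM (fragments per kilobase of transcript, scaled to the mapped reads of the library) computed by the authors on build rn6 of the rat genome; the aligner and the counting program are not given in the sources used here. The paper tested raw counts with DESeq2, whereas log2(FPKM + 0.1) was tested here with limma. The 13482 genes with FPKM above 1 in at least 9 animals were tested, and a gene was called a DEG at an adjusted p under 0.05 with a fold change above 1.50 or under 0.66, the thresholds of the paper. FPKM carry no read totals, so the absolute depth is unknown. Relative to the median library, the depth read from ratios of low FPKM values ran from 0.622 to 1.33 in Vehicle, from 0.813 to 1.44 with Enalapril, from 0.844 to 1.34 with Compound 1 and from 0.823 to 1.37 with the combination. The median number of genes with FPKM above 1 was 12992 in Vehicle, 12703 with Enalapril, 12996 with Compound 1 and 12666.5 with the combination. Genes are named by their symbols in the file, and genomic positions are not used here.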

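Enalapril and the combination changed many kidney transcripts, most of them to lower levels than with Vehicle, and Compound 1 alone changed few. With Enalapril, 611 genes passed the test, 66 higher and 545 lower. Trpv6, a calcium channel of the distal tubule, fell from 5.33 ± 2.59 FPKM (SD, n = 11) in Vehicle to 1.55 ± 0.391 (n = 9) with Enalapril and 1.90 ± 1.11 (n = 12) with the combination. The combination changed 995 genes, 134 higher and 861 lower. Reg3g, a secreted antibacterial lectin, fell from 2.50 ± 0.988 FPKM to 0.800 ± 0.633 with it. Compound 1 changed 27 genes, 6 higher and 21 lower, among them Olfm4, a secreted glycoprotein, from 12.7 ± 3.54 to 6.41 ± 1.28 FPKM, and Cldn4, a tight junction protein of the collecting duct, from 112 ± 19.9 to 68.8 ± 14.2 FPKM. The limma log2 fold changes were -1.62 (SE 0.22) for Trpv6 with Enalapril, -1.77 (SE 0.35) for Reg3g, -0.95 (SE 0.14) for Olfm4 and -0.70 (SE 0.11) for Cldn4. All genes together were shifted, with a median log2 fold change of -0.15 with Enalapril, -0.07 with Compound 1 and -0.18 with the combination. With FPKM rescaled by the median of ratios, which removes this shift, 369 genes passed with Enalapril (204 higher, 165 lower), 26 with Compound 1 (10 higher, 16 lower) and 650 with the combination (334 higher, 316 lower). Of these, 231, 22 and 450 genes also passed before rescaling. The mean log2 FPKM of 7 markers of the inner medulla, none of them called against Vehicle, was 3.65 ± 0.195 in Vehicle, 3.42 ± 0.167 with Enalapril, 3.71 ± 0.220 with Compound 1 and 3.47 ± 0.118 with the combination, and the gaps from Vehicle with Enalapril and the combination include the shift of all genes. With this mean as a covariate, 78, 74 and 461 genes passed. Without Vehicle animal 1003, 404 genes passed with Enalapril. From the small number of DEGs with Compound 1, the paper reasons that Compound 1 alone brings no functional change, and it states that overlapping pathways point to many changes shared by the combination and Enalapril.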

In the Enalapril vs Vehicle and Compound 1 vs Vehicle groups, more than half of the top 20 genes were down-regulated, while in the combination treatment group, up- and down-regulated genes were evenly distributed from the top 20 DEGs. 

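Most of the 20 most significant transcripts fell with each treatment. With Enalapril 19 of them fell and 1 rose. The falling genes included Ramp1, a coreceptor for calcitonin gene-related peptide, and Cadm4, a cell adhesion molecule, with log2 fold changes of -1.08 (SE 0.14) and -0.85 (SE 0.11). With Compound 1, 4 of the top 20 rose and 16 fell, the latter with Cacna1h, a T-type calcium channel, from 1.28 ± 0.181 FPKM (SD, n = 11) in Vehicle to 0.757 ± 0.157 (n = 12), and Col6a5, a collagen VI chain, from 1.51 ± 0.262 to 0.790 ± 0.178. Both lost their call in a test of log2(FPKM + 1). With the combination, 3 of the top 20 rose and 17 fell. The split depended on the scaling: after rescaling by the median of ratios, 4 rose and 16 fell with Enalapril, 7 rose and 13 fell with Compound 1, and 9 rose and 11 fell with the combination. Quantile normalization gave the same 9 and 11 for the combination.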

The FPKM values of up-regulated genes among the top 20 from Compound 1 vs Vehicle group are shown in **Fig 8D**. These values include the following genes: *FA2H* (fatty acid 2-hydroxylase, Sphingolipids pathway); *ESRRB* (human estrogen-related receptor beta); *SLC23A3* (electrochemical potential-driven transporters); *PGAM2* (glycolytic enzyme); *EGF* (the epidermal growth factor receptor EGFR signaling pathway); *CD163* (a high-affinity scavenger receptor for the hemoglobin-haptoglobin complex, a marker of cells from the monocyte/macrophage lineage; *MATN1* (cartilage matrix protein; and *REN* (renin, part of the renin-angiotensin system).

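Matn1, Pgam2, Slc23a3 and Esrrb were higher in kidneys of rats given Compound 1 than in Vehicle, and Egf, Cd163 and Fa2h did not pass the test. Matn1 rose from 3.29 ± 1.00 FPKM (SD, n = 11) to 7.16 ± 1.65 (n = 12), a log2 fold change of 1.13 (SE 0.16, adjusted p = 0.0012 from limma). Pgam2 rose from 3.39 ± 0.937 to 5.40 ± 0.726 FPKM (adjusted p = 0.0078), and Slc23a3 from 17.3 ± 3.52 to 26.8 ± 5.54 FPKM (adjusted p = 0.0097). Esrrb, at 2.66 ± 0.590 against 4.03 ± 0.696 FPKM, passed with an adjusted p of 0.048, and 18 of 23 fits that left out 1 animal ended its call, with adjusted p from 0.0154 to 0.0882. Egf was at 39.2 ± 12.6 FPKM in Vehicle and 64.3 ± 16.9 with Compound 1, higher than the Vehicle median in 11 of 12 animals (log2 fold change 0.74, SE 0.17, adjusted p = 0.051). Cd163 was at 0.719 ± 0.384 and 1.44 ± 0.608 FPKM (log2 fold change 0.91, SE 0.25, adjusted p = 0.10). Fa2h was at 2.79 ± 0.504 and 4.04 ± 0.727 FPKM, and its log2 fold change of 0.52 (SE 0.11, adjusted p = 0.023) was below the fold threshold. The study chose these genes on these animals, so the result is not independent evidence. After rescaling by the median of ratios Egf, Cd163 and Fa2h passed too. Pgam2 lost its call in a test of log2(FPKM + 1), Slc23a3 with sample weights, and both without Compound 1 animals 3102 to 3105.

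**Figure D1:**
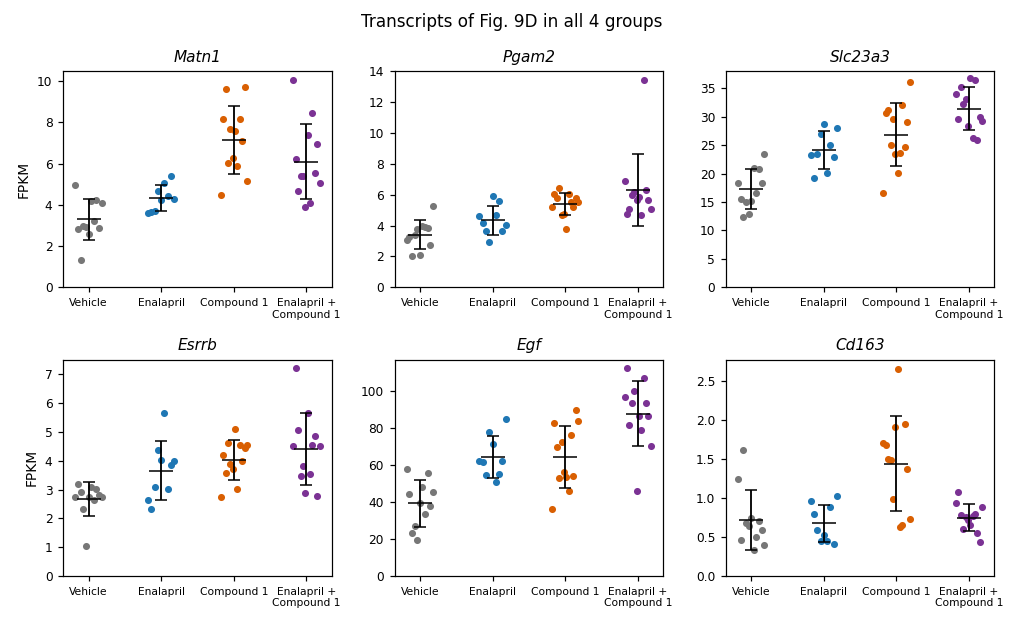
FPKM of 6 of these genes in kidneys of each animal (points) by treatment group, with the mean ± SD as black lines. Matn1 averages 3.29 FPKM in Vehicle and 7.16 with Compound 1. Cd163 has means of 0.719 and 1.44 there. Its mean is highest with Compound 1, but it did not pass the limma test against Vehicle.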

**Fig 8:**
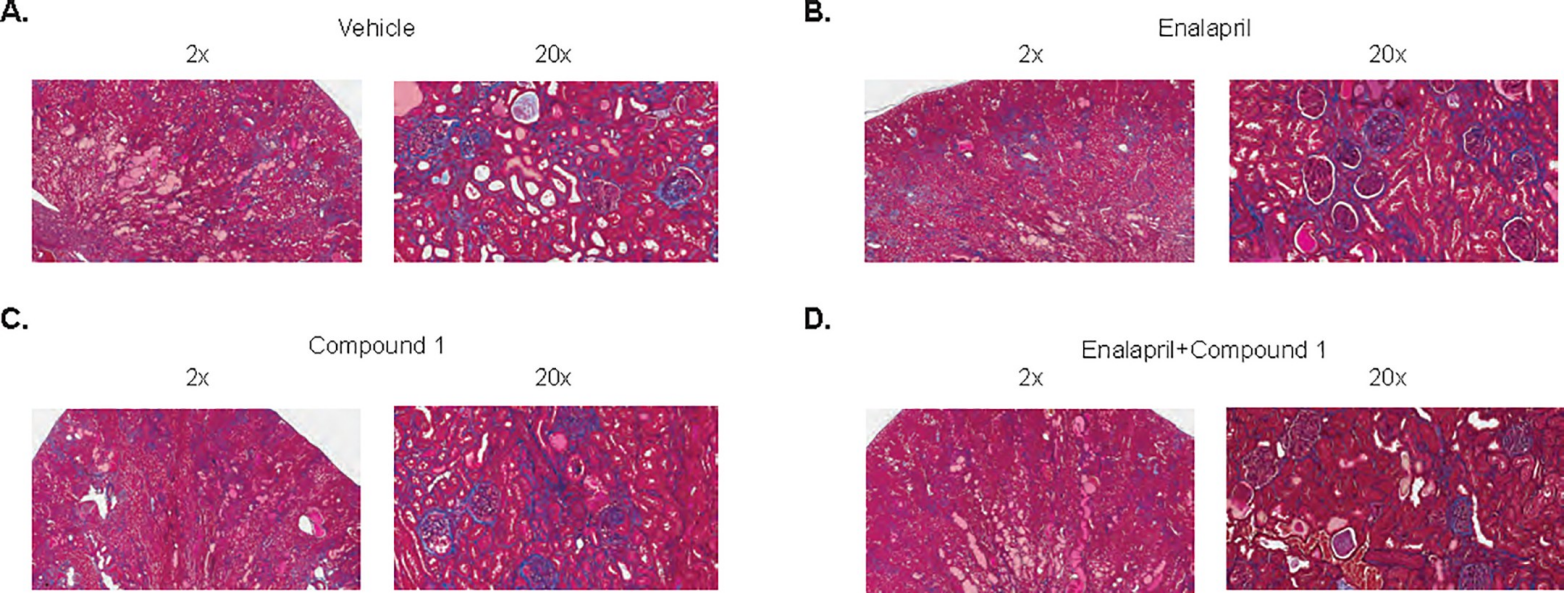
Representative histology imagines (Masson’s Trichrome). Trichrome imagines are proved at 2x and 20x magnification. (A) Vehicle treated; (B) Enalapril treated; (C) Compound 1 treated and (D) combination of enalapril and compound 1 treated groups.

### Functional change

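Some transcripts of scarring, injured tubules and immune cells were lower in kidneys of rats given Enalapril than in Vehicle, and 3 of 24 transcripts of the proximal tubule were higher. The lists as wholes passed the set test camera only at its preset correlation, and fewer of the falling genes passed after rescaling by the median of ratios and with the inner medulla covariate. Of 28 measured genes of fibrosis and extracellular matrix, 12 fell, none rose and 16 did not pass the limma test. Col15a1, a collagen of basement membranes, fell from 17.4 ± 3.73 FPKM (SD, n = 11) to 9.24 ± 1.96 (n = 9). Of 20 tubular injury genes, 11 fell, among them Clu (clusterin), from 1179 ± 367 to 535 ± 104 FPKM, and Spp1 (osteopontin), from 4246 ± 976 to 2251 ± 385 FPKM. Among immune genes, 6 of 17 markers of macrophages and monocytes, 9 of 15 of T and B cells, 2 of 8 of MHC class II and 16 of 52 cytokines, chemokines and their receptors fell, and none rose. Ccl19, a chemokine that attracts lymphocytes, fell from 107 ± 18.2 to 63.2 ± 10.1 FPKM. Complement and coagulation genes fell in 12 of 45 cases, as did C4b, from 71.7 ± 19.0 to 34.5 ± 7.03 FPKM, and cell division genes in 10 of 16, as did the mitotic kinase Cdk1, from 4.64 ± 1.56 to 2.47 ± 0.317 FPKM.
The rising proximal tubule markers were Pck1, Slc7a13 and Slc22a7, and each of these lost its call with the inner medulla covariate and without Vehicle animals 1003 and 1004, a setting chosen after the data were seen. Of 20 fits that left out 1 animal, 3 ended the call of Pck1 and 6 that of Slc7a13. The fit without Vehicle animal 1003 was among them for both genes (0.54 and 0.71). FXR/RXR genes went both ways, with 6 of 56 higher and 5 lower; Apoc2, a cofactor of lipoprotein lipase, rose from 14.1 ± 4.19 to 34.2 ± 17.1 FPKM and lost its call with the covariate. In tryptophan metabolism 1 of 31 genes rose and 1 fell.
The limma log2 fold changes were -0.90 (SE 0.12) for Col15a1, -1.10 (SE 0.15) for Clu, -0.90 (SE 0.12) for Spp1, -0.76 (SE 0.11) for Ccl19, -1.03 (SE 0.15) for C4b, -0.83 (SE 0.16) for Cdk1 and 1.19 (SE 0.24) for Apoc2. Adjusted over the list alone, each list had as many calls. After rescaling by the median of ratios the falling genes numbered 7 in fibrosis, 4 in tubular injury, 0 for macrophages, 2 for T and B cells, 1 for MHC class II, 6 for cytokines (1 rose), 6 in complement and 5 in cell division, and the rising ones 7 in the proximal tubule, 9 in FXR/RXR (3 fell) and 7 in tryptophan metabolism (1 fell). With the inner medulla covariate the falling genes numbered 1 in fibrosis, 5 in tubular injury, 0 for macrophages, 0 for T and B cells, 2 for MHC class II, 1 for cytokines, 3 in complement, 1 in cell division, 1 in FXR/RXR and 1 in tryptophan metabolism, and none of these lists or of the proximal tubule had a rising gene. At an unadjusted p under 0.05, 4396 genes differed with median-of-ratios scaling. Relative to all tested genes, camera gave these lists adjusted p from 1.1e-22 (proximal tubule) to 0.0013 (cell division) at its preset correlation, and adjusted p = 0.189 (proximal tubule) to 0.379 (complement and coagulation) with an estimated correlation. For FXR/RXR genes camera pointed up while their median log2 fold change was -0.05, which lies 0.10 above that of all genes.

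**Figure D2:**
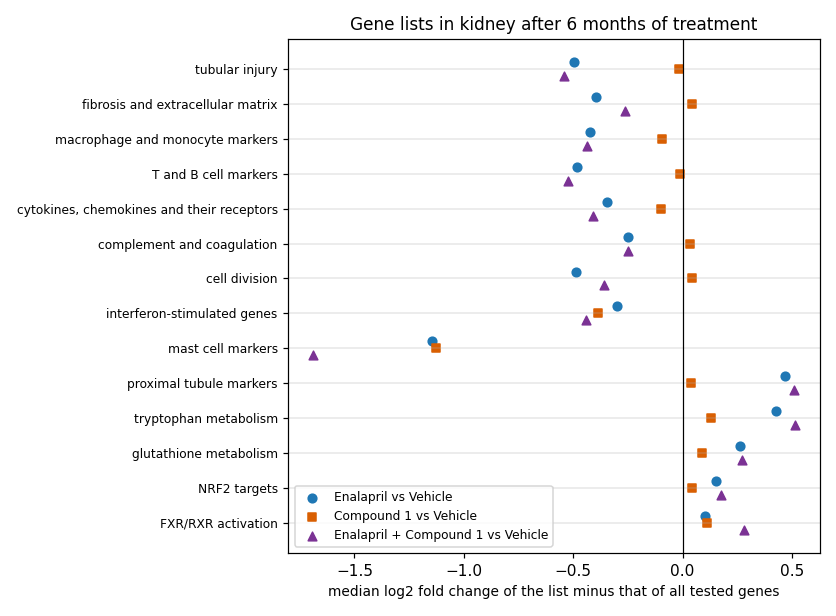
Median log2 fold change of 14 gene lists minus that of all tested genes (x axis) for Enalapril (circles), Compound 1 (squares) and the combination (triangles), each against Vehicle. Tubular injury stands at -0.50 with Enalapril, -0.54 with the combination and -0.02 with Compound 1, and mast cell markers are low with all treatments.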

To determine the mechanisms regulated by different treatments, we studied the significantly enriched pathways from both KEGG and IPA, and the top 15 of both KEGG and IPA enriched pathways from each of the treatment groups are shown in **Fig 9A–9C**. Specifically for the combination therapy, the significantly enriched IPA pathways are FXR/RXR activation, LPS/IL-1–mediated inhibition of RXR function, hepatic cholestasis, NRF2-mediated oxidative stress and glucocorticoid receptor signaling, while for the significantly enriched KEGG pathway they include the renin-angiotensin system, cytokine-cytokine receptor interaction, tryptophan and glutathione metabolism and the Janus kinase/signal transducers and activators of transcription (JAK-STAT) pathway. 

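With the combination, 25 of 52 cytokine genes fell, and smaller parts of the lists for FXR/RXR activation, tryptophan breakdown and JAK-STAT signalling passed the test. Of 56 FXR/RXR genes, 8 rose and 6 fell; Apoc2 reached 42.9 ± 11.3 FPKM (SD, n = 12), a log2 fold change of 1.62 (SE 0.16) from Vehicle. Of 31 genes of tryptophan metabolism, 4 rose and 1 fell, and Haao, an enzyme of the kynurenine pathway, rose by a log2 fold change of 0.62 (SE 0.08), though not with sample weights, with the inner medulla covariate or without Vehicle animal 1003, where its log2 fold change became 0.55. Among 31 NRF2 targets 2 rose and 2 fell, and in glutathione metabolism 2 of 47 rose and 3 fell. Gclc, which encodes the catalytic subunit of the rate-limiting enzyme of glutathione synthesis, rose from 349 ± 105 to 572 ± 101 FPKM, a call lost with the covariate, and Gpx2, a glutathione peroxidase, fell from 63.0 ± 10.2 to 33.8 ± 9.45 FPKM. Of 16 glucocorticoid-responsive genes 1 rose and 2 fell. The falling cytokine genes included Cxcl10, from 20.1 ± 2.46 to 11.9 ± 2.95 FPKM, and Ccl20, from 4.97 ± 1.06 to 2.58 ± 0.691 FPKM, both attractants of T cells. Of 42 genes of JAK-STAT signalling, 8 fell, among them the cytokine Il24, from 7.36 ± 2.94 to 3.54 ± 0.926 FPKM. No member of these last 2 groups rose.
Log2 fold changes were 0.76 (SE 0.15) for Gclc, -0.93 (SE 0.12) for Gpx2, -0.78 (SE 0.11) for Cxcl10, -0.93 (SE 0.14) for Ccl20 and -0.97 (SE 0.19) for Il24. Adjusted over the list alone, each list had as many calls. After rescaling by the median of ratios, 14 FXR/RXR genes rose and 2 fell, 11 and 1 of tryptophan metabolism, 5 and 0 of NRF2, 7 and 2 of glutathione metabolism, 3 and 2 of glucocorticoid-responsive genes, 2 and 14 of cytokines and 3 and 5 of JAK-STAT. With the inner medulla covariate 3 FXR/RXR genes rose and 3 fell, no gene of the other lists rose, and 1 fell of tryptophan metabolism, 0 of NRF2, 2 of glutathione metabolism, 2 of glucocorticoid-responsive genes, 16 of cytokines and 2 of JAK-STAT. By Fisher's exact test DEGs were more frequent among cytokine genes (adjusted p = 9.7e-14), FXR/RXR genes (2.1e-04) and JAK-STAT genes (0.030) than among all tested genes. They were not more frequent in the NRF2 (0.356), glutathione (0.425), tryptophan (0.162) and glucocorticoid (0.213) lists. A gene can belong to more than 1 list, so the results of different lists are not independent. Camera set the lists for glutathione (adjusted p = 8.9e-11), tryptophan (5.3e-16), FXR/RXR (8.7e-08), NRF2 (4.2e-04) and glucocorticoids (0.0022) above and cytokines (1.0e-06) below other genes at the preset correlation. None held with an estimated correlation, where adjusted p ran from 0.0714 for glutathione to 0.281 for cytokines. JAK-STAT genes did not pass camera (adjusted p = 0.085).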

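In kidneys of rats given Compound 1 few genes of the lists were called. None of 28 fibrosis genes, 20 tubular injury genes, 15 T and B cell markers, 8 MHC class II genes, 52 cytokine genes, 45 complement and coagulation genes, 31 NRF2 targets, 47 glutathione genes, 31 tryptophan genes, 56 FXR/RXR genes or 42 JAK-STAT genes was called by limma (1 FXR/RXR gene was when adjusted over the list alone), where 1793 of all tested genes had an unadjusted p under 0.05. Of 7 mast cell markers 5 were lower; these are also members of the renin-angiotensin list, whose other genes are not reported here. Interferon-stimulated genes, which respond to antiviral signals, had 1 call among 18 (3 adjusted over the list alone), but all 18 had a negative log2 fold change, with a median of -0.45. Isg15, a ubiquitin-like protein of this response, was at 13.4 ± 2.39 FPKM (SD, n = 11) in Vehicle and 9.69 ± 1.15 (n = 12) with Compound 1, below the fold threshold. Markers of the thick ascending limb and distal tubule had no call among 12 (1 higher adjusted over the list alone), and all 12 were positive, with a median of 0.16.
At its preset correlation camera called 18 of 36 lists, 14 up and 4 down, and 2 with an estimated correlation; for Enalapril these counts were 28 and 0 and for the combination 27 and 0. With quantile normalization 9 lists were called up and 5 down with Compound 1. It gave adjusted p = 1.8e-10 for mast cell markers (down), 1.6e-15 for interferon-stimulated genes (down) and 1.8e-10 for the thick ascending limb and distal tubule (up). With an estimated correlation these became 0.0130, 0.0537 and 0.0138. After rescaling by the median of ratios the limma calls were 5 mast cell genes, 0 interferon genes and 1 gene of the distal tubule. With the inner medulla covariate they were 5, 4 and 1. With it 2 FXR/RXR genes, 1 macrophage marker and 1 proximal tubule marker rose. Under the same covariate 1 cytokine gene and 1 immediate early gene fell. In data simulated with known changes for this comparison, the test found 72% of genes changed 1.6-fold and 98% of those changed 2-fold, with 0 false calls. Those data held 50 changed genes at each fold size (1.6, 2, 3 and 4). So many true changes ease the adjustment of p, and the rates can be lower where few genes change.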

Compound 1 monotherapy doesn’t yield a functional change due to the small set of DEGs associated with it. 

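Before rescaling, most transcripts changed by Enalapril alone were also changed by the combination, and in the same direction. Of the 611 genes called with Enalapril, 424 (69.4%) were called with the combination, 54 higher in both and 370 lower in both, and none in opposite directions. Lists of these sizes drawn independently would share 0.656 higher and 34.8 lower genes. The overlap was computed only before rescaling, where the median log2 fold change of all genes was -0.15 with Enalapril and -0.18 with the combination. Such a common shift can add shared lower genes, and the independent lists do not allow for it. After rescaling by the median of ratios, lower calls numbered 165 rather than 545 with Enalapril and 316 rather than 861 with the combination. Acot12, a thioesterase of acetyl-CoA, rose from 1.60 ± 0.597 FPKM (SD, n = 11) in Vehicle to 3.79 ± 0.918 (n = 9) with Enalapril and 3.99 ± 0.919 (n = 12) with the combination. Cfi, an inhibitor of complement, fell from 17.3 ± 3.30 to 9.17 ± 2.29 and 8.99 ± 1.73 FPKM. Of the 27 genes called with Compound 1, 22 were called with the combination in the same direction, against 0.0596 higher and 1.34 lower for independent lists. Both treatments were compared with the same 11 Vehicle animals, which by itself makes fold changes alike. Splitting these animals between the treatments addresses this but not the common shift. When 5 Vehicle animals served 1 treatment and the other 6 the other, in 100 draws, Enalapril and the combination shared a median of 296 genes (70 to 370), against 31.2 for independent lists. Across genes, which are not independent replicates, the correlation of log2 fold changes was then 0.530 (0.451 to 0.620). For Compound 1 and the combination the median was 5 shared genes (0 to 13), against 0.332 for independent lists, with an r of 0.279 (-0.00522 to 0.469). With all Vehicle animals r was 0.779 and 0.602, but simulations with no treatment effect gave medians of 0.541 (up to 0.848) and 0.545 (up to 0.886), so these values of r do not exceed what the shared animals give. The covariance of the fold changes was 0.0665 for Enalapril, above the simulated median of 0.0134 and maximum of 0.0507, and 0.0329 for Compound 1, within the range simulated (median 0.0124, up to 0.0506).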

Overlapping pathways indicate that combination therapy and Enalapril monotherapy share many treatment-induced phenotypic changes, though combination therapy showed more differentially expressed genes as shown in **Fig 10**.

**Fig 9:**
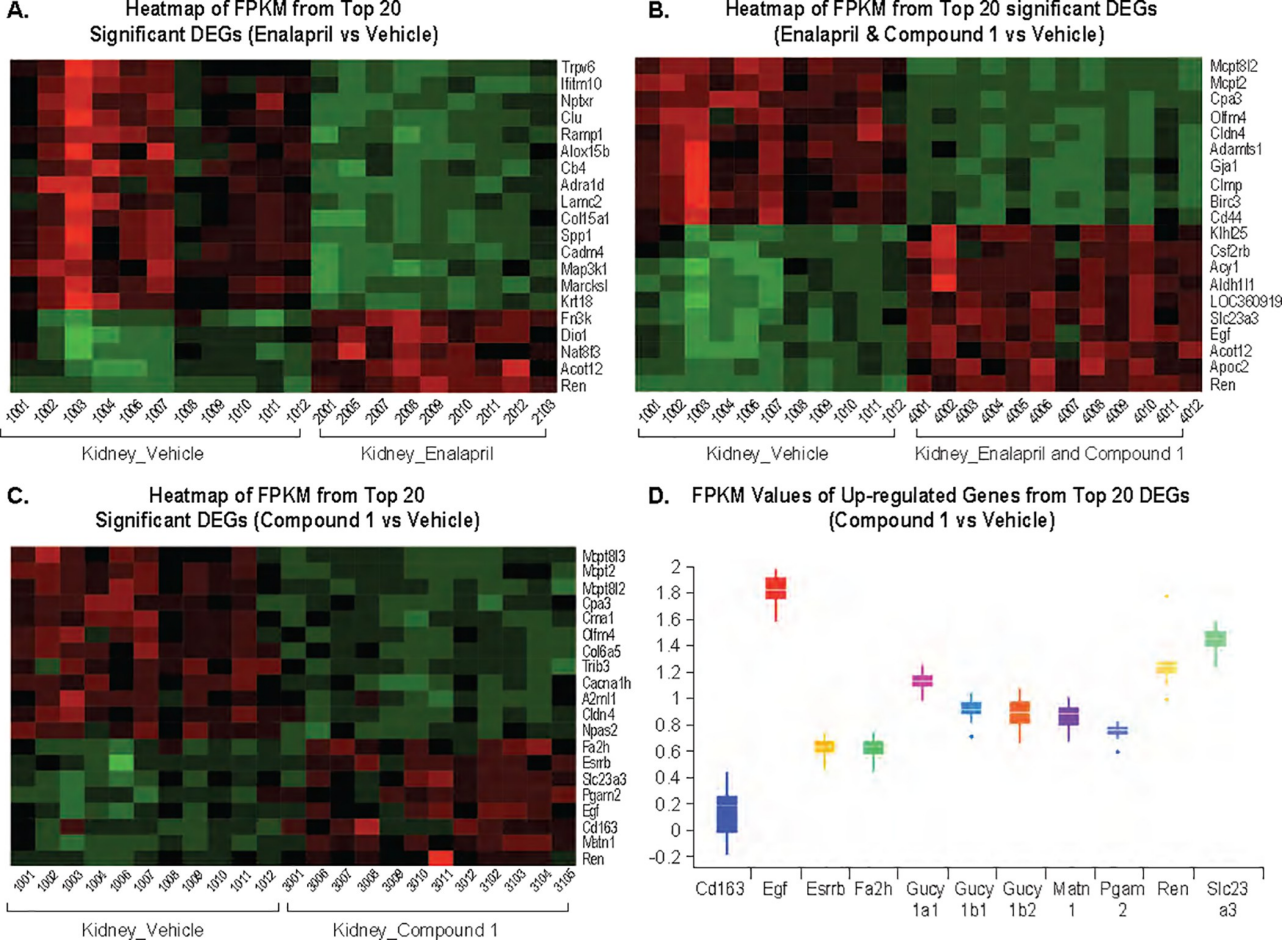
Significant differentially expressed genes. (A) Heatmap of most significant 20 genes from Enalapril vs Vehicle. (B) Heatmap of most significant 20 genes from Enalapril and Compound 1 vs Vehicle. (C) Heatmap of most significant 20 genes from Compound 1 vs Vehicle. (D) Upregulated genes from most significant 20 genes from Compound 1 vs Vehicle.

**Fig 10:**
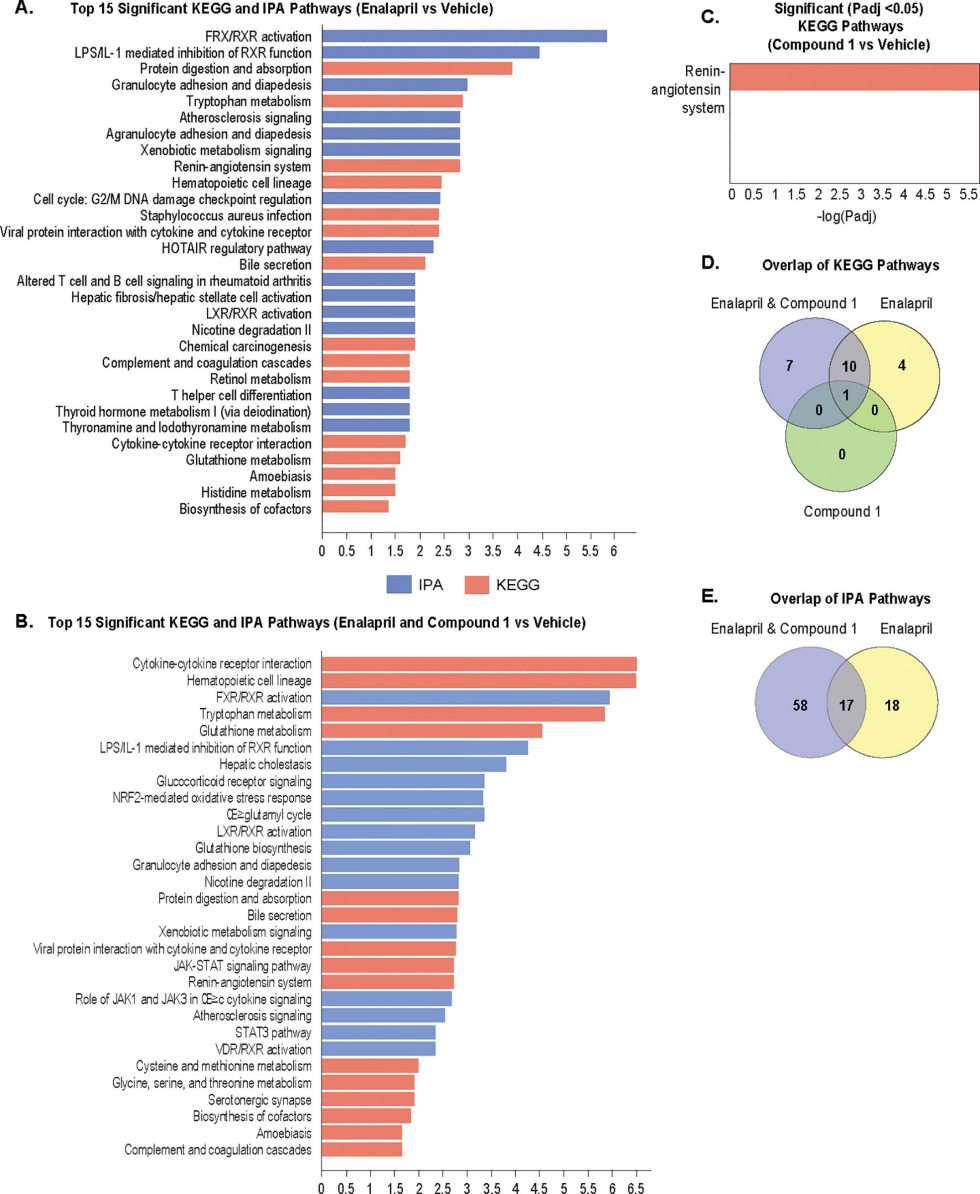
Significantly enriched pathways. (A) Top 15 significant pathways of both KEGG and IPA from Enalapril vs Vehicle. (B) Top 15 significant pathways of both KEGG and IPA from Enalapril and Compound 1 vs Vehicle. (C) Significant (*P* adj <0.05) KEGG pathways from Compound 1 vs Vehicle. (D) Venn diagram of significantly enriched KEGG pathways (*P* adj <0.05) from 3 treatments. (E) Venn diagram of significantly enriched IPA pathways (*P* adj <0.05) from Enalapril and Compound 1 vs Vehicle and Compound 1 vs Vehicle.

## Discussion

Given the critical role and the broad impact of the NO-sGC-cGMP pathway on vasculature and on multiple organ systems in health and disease, sGC stimulators have been investigated for cardiovascular cardiorenal and cardiopulmonary disease therapy [34, 35, 37–39]. Riociguat is a first-in-class sGC stimulator approved in 2013 for the treatment of pulmonary arterial hypertension (PAH) and chronic thromboembolic pulmonary hypertension (CTEPH). In addition to its effects in PAH, riociguat was able to reduce blood pressure which could offer benefit in patients resistant to angiotensin ll receptor treatment [32]. Riociguat single treatment could not reduce albuminuria significantly, however combination with telmisartan reduced urinary albumin excretion in STZ treated eNOS KO mice. Sharkovska et al., has reported riociguat can improve survival and normalize blood pressure in L-NAME (high-renin model). In this study compound 1 also an sGC stimulator can also normalize hypertension by lowering the mean blood pressure, albeit maintaining heart rate and increasing renal blood flow in two in vivo models. Riociguat improved renal endpoints such as lowering plasma creatinine, reduced glomerulosclerosis, and less renal interstitial fibrosis in low and high renin-models. Similar renal benefits were observed with Compound 1 treatment alone and significant effects on top of Enalapril in reducing target organ damage.

Recently, a successful clinical trial reported that when compared with placebo, Vericiguat, a novel oral sGC stimulator, significantly reduced the incidence of cardiovascular death and hospitalization for heart failure (HF) in patients with worsening HF with reduced ejection fraction (HFrEF) [35]. The growing evidence from both preclinical and clinical standpoints suggests a critical role for NO-sGC-cGMP signaling in kidney pathophysiology and impaired cardiorenal crosstalk. Down-regulation of NO-sGC-cGMP is implicated in the pathogenesis of CKD [1]. cGMP directly influences renal blood flow, renin secretion, glomerular function, and tubular exchange processes. Therefore, treatment strategies aiming to stimulate or activate the NO-sGC-cGMP pathway might have beneficial effects for the treatment of progressive kidney diseases. Here we investigated the effects of an sGC stimulator invitro and in vivo to investigate the renal function and histopathology in a preclinical DN model.

The ZSF1 obese rat model exhibits common molecular pathway dysregulation in DN, such as reduced renal NO production and increased renal reactive oxygen species [1]. Indeed, the ZSF1 OB rat is one of very few rodent models of DN that meets the criteria of rodent models of DN by The Animal Models of Diabetic Complications Consortium (AMDCC) [40]. At 8 weeks, obese ZSF1 rats developed metabolic syndrome and hypertension and early signs of renal disease, including proteinuria, glomerular collagen IV deposition, tubulointerstitial inflammation, and renal hypertrophy. By 32 weeks, animals developed renal histopathology consistent with DN, including mesangial expansion, glomerulosclerosis, tubulointerstitial inflammation and fibrosis, tubular dilation and atrophy, and arteriolar thickening [27]. In this study, we investigated Compound 1 alone and in combination with standard of care drug Enalapril to understand the renal effects on function, remodeling and biomarkers. Our data strongly suggest that Compound 1 monotherapy improves renal function, but the combination of Compound 1 and Enalapril has greater benefit in many aspects of renal function and renal histopathological scores. Therefore, Compound 1 and Enalapril combination therapy could be protective against DN that is associated with normalized blood pressure, attenuating the deterioration of GFR and albuminuria, and reducing interstitial fibrosis and glomerulosclerosis.

It is well established that sGC modulators stimulate the signal cascade of NO-sGC-cGMP and induce vasodilatory effects by increasing cGMP [41]. Stimulators and activators of sGC target the enzyme in two different redox states: the NO-sensitive reduced (ferrous) enzyme and NO-insensitive oxidized (ferric) enzyme, and finally heme-free enzyme, respectively. Stimulators of sGC stimulate the reduced form of sGC and synergize with available NO. Conversely, sGC activators increase the activity of the enzyme only when the heme iron is oxidized which subsequently lead to the heme-free enzyme. They bind to the unoccupied heme-binding complex and produce only an additive effect with NO. Invitro Compound 1 exhibited dual mode of action including directly stimulating the sGC independent of NO also sensitizing sGC, increasing cGMP production when the heme group is in ferrous state or oxidized to ferric state. We believe the Compound 1 unique profile in its ability to stimulate sGC in the absence or presence of NO, can have beneficial effects in attenuating CKD progression. Our data with compound 1 is supported by literature showing similar mechanism of action with sGC stimulators [38]

Chronic treatment of Compound 1 significantly increased cGMP level in urine while the plasma cGMP level did not change comparing to vehicle or Enalapril treatment alone (**Fig 11**). We also observed enhanced expression of sGC subunit genes upon treatment with compound 1 from RNASeq analysis (**Fig 9D**). 

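The transcripts of the sGC subunits were at nearly the same level in kidneys of rats given Compound 1 as in Vehicle. Gucy1a1, which encodes the alpha 1 subunit, was at 15.0 ± 2.96 FPKM (SD, n = 11) in Vehicle and 13.2 ± 2.33 (n = 12) with Compound 1. Gucy1b1, which encodes the beta 1 subunit that binds heme, was at 8.22 ± 1.32 and 7.97 ± 1.62 FPKM, and Gucy1b2, the beta 2 subunit, at 7.40 ± 1.52 and 7.66 ± 2.00 FPKM. None of the 3 genes passed the limma test, with log2 fold changes of -0.18 (adjusted p = 0.46), -0.06 (adjusted p = 0.84) and 0.03 (adjusted p = 0.93), and none passed adjusted over the list alone. The 95% confidence intervals of the fold changes were 0.751 to 1.03, 0.825 to 1.12 and 0.840 to 1.25. Of the 12 animals given Compound 1, 2, 7 and 6 lay above the Vehicle median for the 3 genes. Permutation tests of the FPKM, two-sided with 100000 resamples, gave p = 0.106, 0.692 and 0.721; adjusted over the 15 tests of low and sGC genes, the smallest was 0.198. Of 14 other genes of NO and cGMP signalling none was called with Compound 1.

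**Figure D3:**
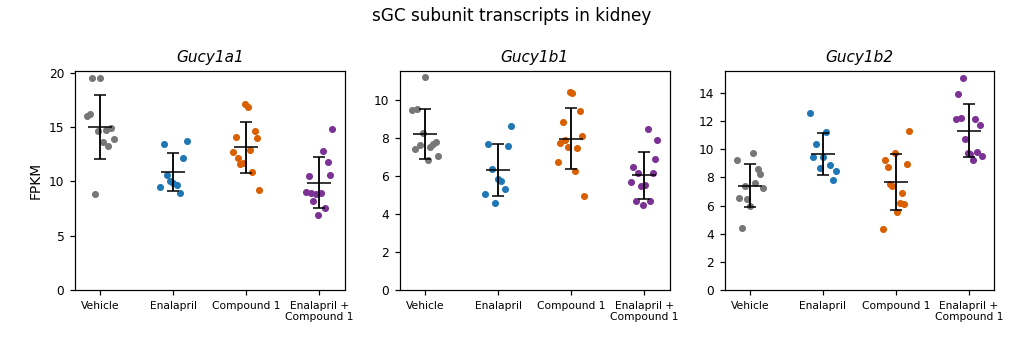
FPKM of Gucy1a1, Gucy1b1 and Gucy1b2 in each animal (points) by treatment group, with the mean ± SD as black lines. Gucy1a1 averages 15.0 FPKM in Vehicle and 13.2 with Compound 1, and points of these 2 groups overlap for all 3 genes.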

Urinary cGMP is of renal cellular origin after glomerular filtration and produced locally as a result of the action of sGC modulation on the local collecting ducts. Because the plasma level of cGMP is similar among the treatment group, the higher level of urinary cGMP is most likely contributed by increase the secretion of cGMP from the collecting duct, correlating with the natriuresis induced by ANP. Moreover, urinary cGMP is proposed as a biologic marker for renal activities. The lack of cGMP effect in plasma is not surprising due to major contribution from endogenous natriuretic peptides and only minor from other pathways such as soluble guanylate cyclase. Direct effect of the Compound 1 in increasing urinary cGMP and not plasma treatment indicates the target engagement of renal origin. This was further confirmed by QPCR and RNAseq analysis demonstrating the enhanced expression of sGC subunit genes upon treatment with compound 1 (S1 Fig). 

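The alpha 2 subunit gene Gucy1a2 was near the limit of detection in every group, at 0.290 ± 0.161 FPKM (SD, n = 11) in Vehicle and 0.240 ± 0.104 (n = 12) with Compound 1 (permutation test, two-sided, p = 0.384). In the groups that received Enalapril the subunit genes diverged. With the combination Gucy1a1 was at 9.91 ± 2.31 FPKM, a log2 fold change of -0.60 (SE 0.12), Gucy1b1 at 6.05 ± 1.24 (-0.45) and Gucy1b2 at 11.3 ± 1.87 (0.62, SE 0.11). Gucy1a1 and Gucy1b2 passed the limma test there. The call for Gucy1a1 was lost with log2(FPKM + 1), with both rescalings and when any of 11 single animals was left out. The call for Gucy1b2 was lost with log2(FPKM + 1), sample weights and the inner medulla covariate, and without combination animal 4004 (0.58) or Vehicle animal 1003 (0.55). With Enalapril alone the means were 10.9 ± 1.78, 6.30 ± 1.37 and 9.65 ± 1.49 FPKM (n = 9), and no subunit passed the fold threshold. Permutation tests of FPKM against Vehicle, two-sided and adjusted over 15 tests, gave for Gucy1a1, Gucy1b1 and Gucy1b2 adjusted p = 0.00703, 0.0120 and 0.00881 with Enalapril (exact) and adjusted p = 0.00187, 0.00190 and 3.0e-04 with the combination (100000 resamples). The combination did not differ from Enalapril for any of the 3 genes, with fold changes of 0.901, 0.961 and 1.17. qPCR values are not analysed here.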

Compound 1 modulates sGC and cGMP pathway, and consequently regulate the hemodynamic response. As a result, Compound 1 reduced blood pressure in normal CD rats as well as ZSF1 obese rats. The blood pressure rapidly dropped, and then gradually bounced back with chronic treatment of Compound 1. However, the combination of Compound 1 and Enalapril showed a consistent and robust additive effect normalized to MBP similar to that observed in ZSF1 lean rats. The initial blood pressure-lowering effect may be due to cGMP counteracting renin-angiotensin II–induced vasoconstriction [42]. Activation of sGC can induce many pathways and one of effects is through AT1 receptor. Our RNA-Seq data confirmed that the renin-angiotensin system pathway was significantly enriched after Compound 1. This is in concordance with literature reports that sGC stimulators increases renin expression & secretion by cGMP crosstalk via PDE3-mediated cAMP [43, 44]. In addition, we observed expression of protein-kinase G ll by compound 1 indicating strong involvement on renin release as reported for other sGC stimulators [45]. 

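Mast cell protease mRNAs were lower in kidneys of rats given Compound 1 than in Vehicle. Cma1 (chymase), a mast cell protease, fell from 2.69 ± 0.642 FPKM (SD, n = 11) to 1.15 ± 0.397 (n = 12). Mcpt2, a protease of mucosal mast cells, fell from 15.6 ± 3.88 to 5.45 ± 2.23 FPKM, and Cpa3, a carboxypeptidase of mast cell granules, from 2.53 ± 0.780 to 1.07 ± 0.400 FPKM. Mcpt8l2 and Mcpt8l3, relatives of Mcpt2, fell as well. The limma log2 fold changes were -1.19 (SE 0.17) for Cma1, -1.55 (SE 0.18) for Mcpt2, -1.61 (SE 0.33) for Mcpt8l2 and -1.61 (SE 0.24) for Mcpt8l3. Mcpt2, Mcpt8l2, Mcpt8l3 and Cma1 are related genes that can share reads, so which of them changed is uncertain, and Mcpt8l2 lost its call in a test of log2(FPKM + 0.01). Kit and Gata2, expressed in mast cells and in other cells, were not called.

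**Figure D4:**
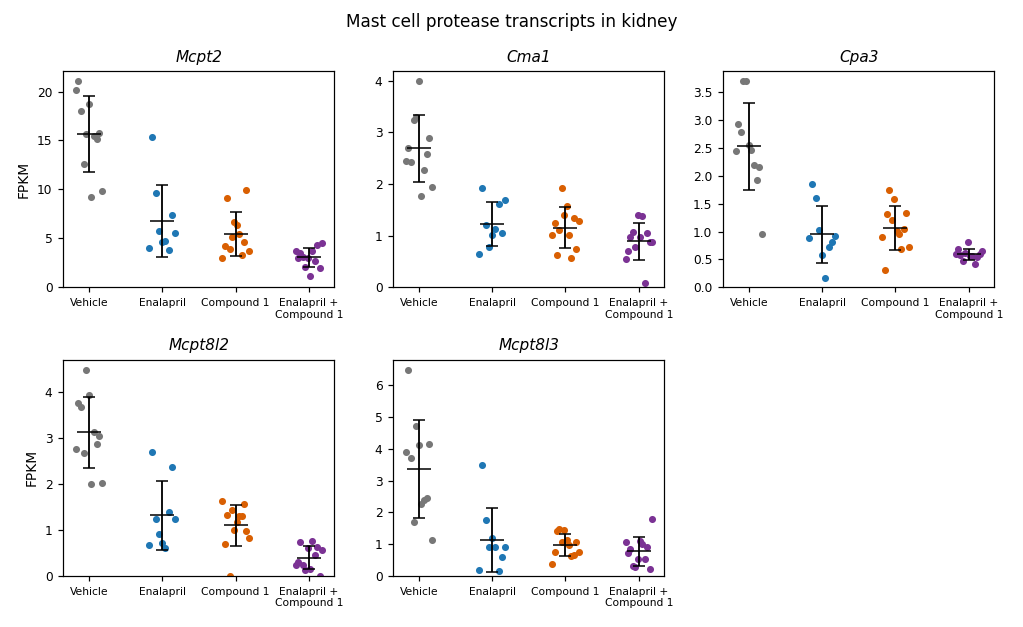
FPKM of 5 mast cell protease genes in each animal (points) by treatment group, with the mean ± SD as black lines. Mcpt2 averages 15.6 FPKM in Vehicle, 6.77 with Enalapril, 5.45 with Compound 1 and 3.06 with the combination.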

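Prkg2, which encodes cGMP-dependent protein kinase II, was barely detected in the portion of kidney sequenced and did not differ with Compound 1. It was at 0.309 ± 0.143 FPKM (SD, n = 11) in Vehicle, 0.292 ± 0.114 (n = 12) with Compound 1, 0.365 ± 0.100 (n = 9) with Enalapril and 0.290 ± 0.156 (n = 12) with the combination. No animal of the 44 had an FPKM above 1, so the gene was left out of the limma test. A permutation test, two-sided with 100000 resamples, gave p = 0.757 for Compound 1 against Vehicle. Depth sets a limit here, since a difference at this level of FPKM rests on few reads.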

Perhaps this is the reason why chronic treatment of compound 1 alone could not sustain the blood pressure lowering effect but the combination of Compound 1 and Enalapril, an angiotensin converting enzyme (ACE) inhibitor, counterbalances the renin-angiotensin II -dependent activation of the AT1 receptor by Compound 1. An increase of cGMP levels by Compound 1 may offset angiotensin-induced Na^+^ reabsorption in the proximal tubule, which suggests a blood pressure-lowering mechanism independent from cGMP-mediated vascular smooth muscle [46]. Overall, a decrease in BP triggered the arterial baroreceptor reflex and increased sympathetic nerve activity (SNA), resulting in tachycardia. Historically, the baroreflex is considered a short-term regulator of BP and HR, with little or no influence chronically. However, our data has challenged this concept, as we observed that long-term treatment with Compound 1 or combination therapy with Enalapril sustained heart rate chronically. Other supportive evidence also confirmed that chronic electrical stimulation of baroreceptor afferents produced sustained decreases in SNA and BP in animal models and in patients with hypertension [47].

**Fig 11:**
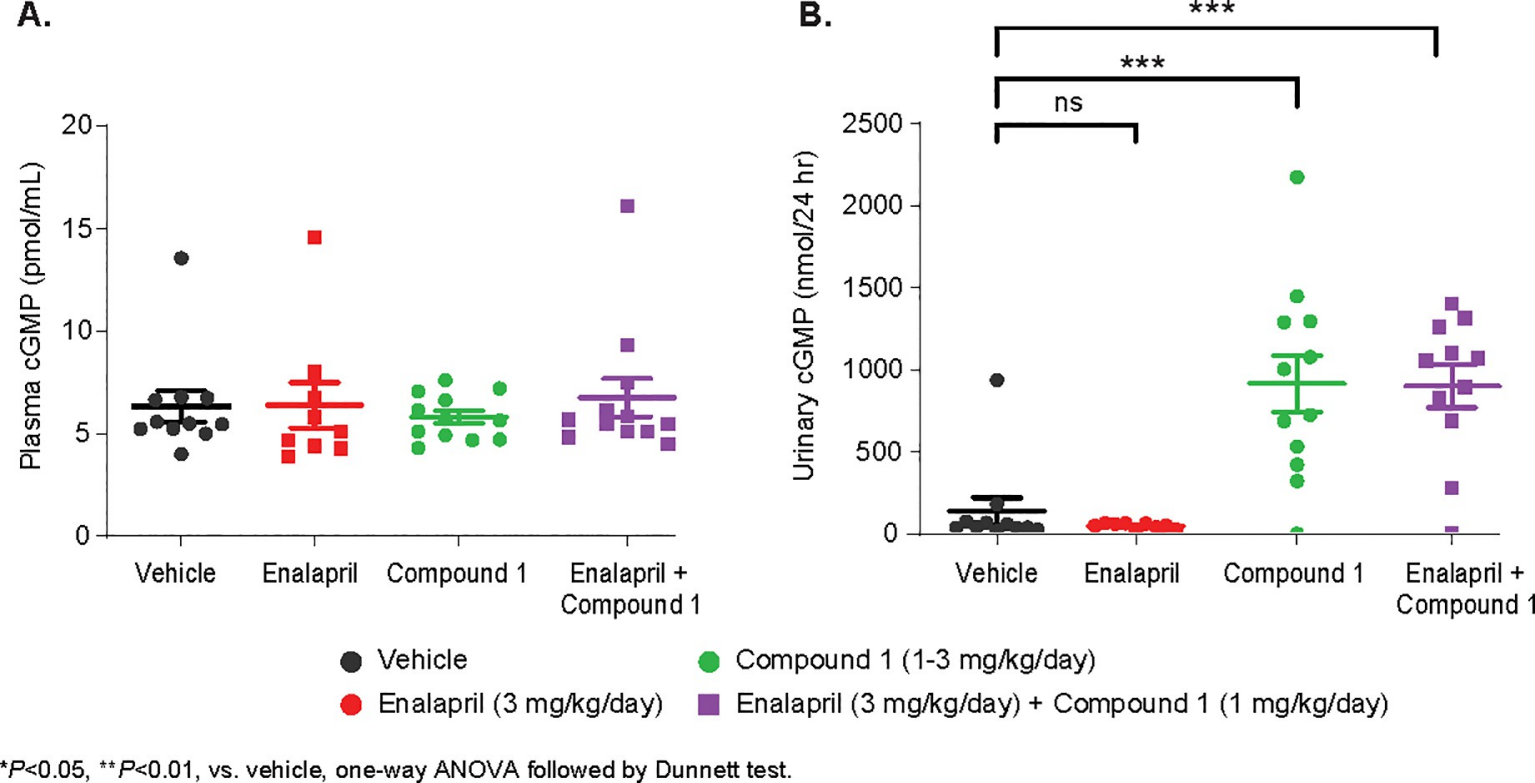
Effect of Compound 1 on plasma and urinary cGMP. Plasma levels of cGMP (A) are similar among treatment group. Urinary cGMP (B) is significantly increased in compound 1 treated alone or combination of compound 1 and enalapril vs. that in vehicle control treated. **P <0.01, compared to Vehicle control, one-way ANOVA, followed by Dunnett’s test.

Impaired NO-cGMP signaling reduces glomerular blood flow, whereas increasing cGMP increases renal blood flow. The diameter of afferent and efferent capillaries is regulated by blood flow as well as by production of NO and cGMP. While increasing cGMP levels leads to relaxation of both afferent and efferent arterioles, such dilation is more pronounced in efferent arterioles [48]. It was shown that cGMP increases renal blood flow in isolated perfused rat kidneys [49]. Although we did not directly measure cGMP levels during Compound 1 treatment, our data demonstrated that acute IV infusion of Compound 1 in a dose-dependent fashion increased renal blood flow in normal CD rats and ZSF1 obese rats. We postulate that increasing cGMP by administering Compound 1 dilates both the afferent and efferent arterioles, but preferentially dilates the efferent arterioles, in which NO synthases are expressed [50]. Administering Compound 1 leads to increased renal blood flow and chronically enhanced glomerular filtration rates. In combination with Enalapril, Compound 1 further increased renal blood flow acutely and maintained GFR, while in the untreated ZSF1 obese rats DN continued to progress.

Administering Compound 1 alone or in combination with angiotensin-converting enzyme inhibitors (ACEi) significantly enhanced RBF and increased cGMP levels, resulting in vascular relaxation and in reversing hypertension. In a progressive model of DN in ZSF1 obese rats, the context of hypertension increased local pressure in afferent pre-glomeruli capillaries and impaired vascular membrane integrity [51]. That impairment induces proteinuria, which has been demonstrated to be a strong risk factor for renal function decline [52]. Furthermore, reductions in proteinuria with angiotensin II receptor blockers (ARBs) have been shown to be predictive of renal function outcome in patients with DN [52]. The chronic treatment of sGC with Compound 1 alone reduced kidney hypertrophy, significantly slowed the progression of proteinuria, and significantly reduced urinary albumin and creatinine ratio. Indeed, sGC modulators mediated downstream cGMP signaling and exerted a plethoric role in maintaining glomerular filtration function, preserving integrity of kidney structures (tubules, macular densa, and podocytes), and reducing interstitial fibrosis and mesangial cell contraction and expansion [1]. Increasing cGMP levels is predicted as an effective treatment approach to oppose the loss of kidney structure integrity and functionality in diabetic and hypertensive nephropathy in ZSF1 obese rats. However, Compound 1 alone did not have a significant effect on nephropathy scores, while in combination with Enalapril, it significantly decreased the incidence of glomerulosclerosis lesions, as observed by the reduction in interstitial fibrosis and in the tubules, interstitial, and glomeruli nephropathy score. It is likely that the dosage level of Compound 1 was not sufficient to maintain cGMP levels that would normalize BP and reduce renal function, indicating that combination therapies are necessary to attenuate disease progression.

Beyond the hemodynamic renal protective effect, our data suggests that Compound 1 enhanced GFR in combination with Enalapril. After chronic treatment with Compound 1 in ZSF1 obese rats, improvement in renal function was supported by lower levels of plasma creatinine and plasma urea. Circulating levels of Cystatin C were not reduced after Compound 1 treatment. The discordance of plasma Cystatin C levels with other renal function parameters such as plasma creatinine and urea could be influenced by multiple factors other than kidney function, such as cardiovascular disease [53] and C-reactive protein levels [54]. In addition, elimination of Cystatin C via routes other than the kidney has been documented [55]. In theory, Cystatin C has a low molecular weight. If it were only removed from the bloodstream by glomerular filtration in the kidneys, blood levels of Cystatin C would rise and urinary levels of Cystatin C would decrease when kidney function is declining. However, our data demonstrated that, in the presence of Enalapril, with or without Compound 1, lower levels of Cystatin C in plasma resulted in less urinary secretion of Cystatin C. Therefore, our data supports that Cystatin C may be not a superior kidney functional biomarker for cardiorenal disease.

Recent evidence suggests that NGAL and KIM-1 can be released from damaged tubules [56] and both may be involved in the pathophysiological process leading to chronic renal disease, and are correlated with severity of renal impairment. In accordance with global renal functional improvement, NGAL was modestly reduced in the Compound 1 treatment arm. KIM-1 is also known to play a role in renal tubular epithelial cell repair process likely mediated via ERK/MAPK process and inhibit renal inflammatory response [57]. We did not find increases in other renal injury biomarkers other than KIM-1. In addition, compound 1 did not reduce kidney histopathological score in combination therapy compared to enalapril alone. Compound 1 as monotherapy showed significant improvements in GFR, urinary protein to creatinine ratio and urinary albumin to creatinine. The additive effects were observed in combination arm indicating compound 1 improves renal function and not injury. Altogether, it indicates the transient increase in KIM-1 could be more due to renal repair and reduction in inflammation rather than tubular injury. Otherwise, the effects on improvement in kidney score and renal function should have reduced in combination therapy compared to enalapril alone. Further understanding of KIM-1 long term effects needs to be addressed clinically rather than in a six-month pre-clinical study and beyond the scope of this paper.

Our findings indicated that 6 months of treatment with Compound 1, a sGC stimulator, reduced progression of renal damage in the ZSF1 obese rats, thus highlighting the potential of sGC stimulators as effective therapy for DN. Based on the preclinical and RNA-Seq studies, combining an sGC stimulator with standard of care such as Enalapril may provide an additional/synergistic effect on slowing the progression of kidney disease.

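In a direct comparison of kidneys given the combination and Enalapril alone, 1 transcript passed the limma test, and the number that passed depended on the settings. Mcpt2, a mast cell protease, was lower with the combination, at 3.06 ± 0.993 FPKM (SD, n = 12), than with Enalapril, at 6.77 ± 3.72 (n = 9), a log2 fold change of -1.06 (SE 0.22, adjusted p = 0.046 from limma), and it was the only DEG. With sample weights there were 18 DEGs, with the inner medulla covariate 13 and without combination animal 4002 there were 8. Mcpt2 was lower than the Enalapril median in 12 of 12 animals, but 16 of 21 fits that left out 1 animal ended the call, with adjusted p from 0.0327 to 0.217. With only these groups in the fit, the form used against Vehicle, and with no filter, Mcpt2 was not called and the single DEG was a higher gene. Without Enalapril animal 2103, the highest, the log2 fold change was -0.89. Egf, a growth factor of the distal tubule, was at 87.6 ± 17.6 FPKM with the combination and 64.5 ± 11.3 with Enalapril, a difference that did not pass (log2 fold change 0.43, adjusted p = 0.33 from limma). At an unadjusted p under 0.05, 1401 genes differed. Camera called 9 of 36 lists at its preset correlation, 7 up and 2 down, and 0 with an estimated correlation. After rescaling by the median of ratios 4 genes passed: Mcpt2, Mcpt8l2 and Ptgs2 lower and Tnni1 higher. In simulated data for this comparison, 50 genes were changed at each fold size (1.6, 2, 3 and 4). The test found 62% of those changed 1.6-fold and 94% of those changed 2-fold. So many true changes ease the adjustment of p, and the rates can be lower where few genes change. The test made 1 false call there, among many true calls, which does not give the chance that the real DEG is false. A test of whether Compound 1 acts differently with and without Enalapril called 1 gene, Kcne1, a potassium channel subunit, where 579 genes had an unadjusted p under 0.05. Kcne1 was at 4.56 ± 1.09 FPKM in Vehicle, 2.94 ± 0.975 with Enalapril, 2.78 ± 0.739 with Compound 1 and 4.11 ± 0.781 with the combination (difference of log2 fold changes 1.21, SE 0.23, adjusted p = 0.034 from limma). This call was lost after both rescalings and in 20 of 44 fits that left out 1 animal. No interaction gene was called with no filter, with FPKM above 5, without animals 2103 and 3102 to 3105 or with mitochondrial transcripts removed. The dose of Compound 1 was not the same in both arms, which this test cannot separate.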

RNA-Seq data specifically highlights a superior therapeutic option of combination therapy of the sGC stimulator with Enalapril. The combination therapy activates Farnesoid X receptor/Retinoid X receptor (FXR/RXR), which can regulate the balance of relaxation and contraction in smooth muscle cells. FXR activation protects medullary-collecting duct cells from hypertonicity-induced cell injury [50–58] and exerts anti-inflammatory and antifibrotic effects. Altogether, FXR may be a critical regulatory factor in renal physiology and pathophysiology. It normalizes renal function, thus inhibiting the progression of DN. NRF2 is a key master switch controlling the expression of antioxidant and protective enzymes involved in the regulation of the cellular redox state. It has been reported that diminished activity of NRF2 results in reduced antioxidative potential, apoptosis, and/or necrosis [59]. The relationship between NRF2 activity vs redox reserve capacity and the NO-sGC-cGMP pathway regulated by sGC stimulators may represent one of the key mechanisms underpinning renal protective effects. Further detailed investigation to confirm the beneficial effect of this relationship is warranted. Patient selection guided by endothelial dysfunction and oxidative stress biomarkers might help direct the clinical development of sGC stimulators in combination with standard of care therapies.

## Limitations

The bulk RNAseq provides valuable insight to the sGC mechanism stimulated by compound1. Based on the findings from compound 1 on improving renal endpoints, we think the remodeling & anti-hypertensive effects are from endothelial cells, smooth muscle cells in the renal vasculature. The impact on the glomerulus filtration by compound 1 suggests that it targets both afferent and efferent arterioles. In addition, compound could target both mesangial and fibroblasts based on the histology. The direct effects of compound 1 on different cells in the kidney would require scRNASeq which is a limitation in this study. We did not include riociguat or other sGC stimulators or activators as another control arm. The rationale was riociguat or other sGC compounds on renal effects are reported with different in vivo model(s). In this study another generation of sGC stimulator compound 1 shows renal benefits to reduce renal organ damage either alone or in presence of Enalapril in different in vivo model corroborating with findings reported earlier with riociguat alone. The scope of this study was to highlight that sGC pathway plays an important pathological role in diabetic nephropathy progression and can be therapeutically intervened with different generations of sGC activators or stimulators on top of standard of care for additional renal benefits.

## Supporting information

S1 Fig (TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

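Kidney RNA from 44 obese ZSF1 rats was sequenced, 11 given the vehicle, 9 given Enalapril, 12 given Compound 1 and 12 given both, each animal giving 1 library. The authors deposited FPKM for 32883 entries, computed on build rn6 of the rat genome. The aligner and the counting program are not given in the sources used here. The authors put raw counts into DESeq2. The deposited FPKM are not counts, and no count model was used here. Of 28906 distinct gene symbols, 295 stand on more than 1 entry, 42 of them among the tested genes, and the entry with the highest mean stood for a listed gene. Empty columns of the file, 2 in all, were left out, and every column of values was matched to its animal.

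FPKM were turned into log2(FPKM + 0.1) and tested with limma 3.58.1 in R 4.3.3, with a mean-variance trend. Genes needed an FPKM above 1 in at least 9 animals, the paper's filter, which left 13482. Each treatment was fitted against Vehicle on the 2 groups compared, as in the paper. The combination against Enalapril, the combination against Compound 1, Enalapril against Compound 1 and the interaction of Enalapril with Compound 1 came from a fit of all 4 groups. P values were adjusted by the Benjamini-Hochberg method, and a DEG had an adjusted p under 0.05 and a fold change above 1.50 or under 0.66. Animals were separate between groups, so no pairing was used.

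Lists of pathways, cell types and processes were written before the data were examined, as was the rule for the genes to be named. These are every gene the paper names with its RNA-Seq data, up to 8 higher and 8 lower DEGs of largest fold change per comparison, up to 4 DEGs of each list, and interaction DEGs. Kit, Gata2, Isg15 and Ptgs2 were named after their values were seen. Of 37 lists, 36 had at least 2 tested genes and went into camera (preset correlation 0.01, and again with an estimated correlation) and fry, and DEGs in a list were compared with all tested genes by Fisher's exact test. Genes under the filter, and the subunits of sGC, were compared by two-sided permutation tests on FPKM, exact for Enalapril and with 100000 resamples for the 12 animals of the other groups, adjusted over 15 tests. The overlap of 2 treatments was set against independent lists and against draws that split the Vehicle animals between them.

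FPKM give no read totals. Where 2 libraries hold equal small read numbers for a gene, the ratio of their FPKM is the inverse ratio of their depths, and the peak of such ratios gave the relative depth of each library. Its median was 0.881 in Vehicle, 1.14 with Enalapril, 0.999 with Compound 1 and 1.03 with the combination, and 16246 to 17958 genes had an FPKM above 0. No counting interval can be given. Transcripts of 13 mitochondrially encoded genes made up 27.5 ± 5.38% of FPKM (SD) in Vehicle, 32.8 ± 5.90% with Enalapril, 30.2 ± 3.96% with Compound 1 and 32.1 ± 4.84% with the combination.

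The test was run on simulated data, made by removing the group means, shuffling the animals and changing 50 genes per fold size; false calls numbered 0 or 1 per comparison. The alternatives were pseudocounts of 1 and 0.01, no filter, a filter of FPKM above 5, median-of-ratios scaling, quantile normalization, no fold threshold, sample weights, the mean of inner medulla markers as a covariate, leaving out animals 2103 and 3102 to 3105, leaving out the 6 animals listed apart in the file (2005, 2011, 2012, 3103, 3011 and 4005), other animals in the fit, and leaving out each animal. Removing mitochondrial transcripts and leaving out Vehicle animals 1003 and 1004 were added after the data were seen. Results that rest on some genes are not reported here. qPCR, blood pressure, urine and histology are not analysed here. KEGG and IPA were not used here; lists written from general knowledge took their place, and their genes can differ from those of the paper's pathways.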

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

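The tests of total scaling, of shared reads and of fat and urothelium, and the removal of mitochondrial transcripts, were chosen after the results were seen; the tests of mitochondrial share, group size and regrouped animals were set before their own results were seen.

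A single animal stood far from the others of the Enalapril group in 8 of 66 genes checked there, where chance flags about 1 in 20. The measure is the gap to the nearest animal over the range of the group. It was 0.513 for Spp1, 0.496 for Mcpt2, 0.502 for Gja1, 0.524 for Clmp and 0.520 for Mcpt8l3, all highest in animal 2103. Spp1 was at 3059 FPKM in it against 2427 in the next animal, Mcpt2 at 15.4 against 9.66, Gja1, a gap junction protein, at 20.5 against 15.1, Clmp, an adhesion molecule, at 6.87 against 5.21, and Mcpt8l3 at 3.48 against 1.75. The gap was 0.562 for Olfr1442, an olfactory receptor, in animal 2005 (2.89 against 1.74 FPKM), 0.506 for Cacng5, a calcium channel subunit, in animal 2012 (38.6 against 26.0) and 0.973 for Chchd2, a mitochondrial protein, in animal 2011 (5.47 against 0.150). Animal 2103 thus had less of the fall seen in the other Enalapril animals for 5 genes; no cause was tested.

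The effect of Compound 1 on Kcne1 differed with and without Enalapril, by 1.21 on the log2 scale in a test of the interaction. Of 100 groupings of the animals, 5 reached the real count of interaction DEGs, the real grouping among them. Chance could therefore not be excluded for a count of 1, and the highest other count was 1281. The source of that count was not tested, and these groupings also mix animals with and without Enalapril.

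Most DEGs of Enalapril and of the combination were lower than in Vehicle. A larger share of mitochondrial transcripts could press the others down, but with these removed and the rest rescaled 25.1% of the calls with Enalapril and 20.5% with the combination were higher, between the bounds set for and against this explanation, so it cannot be told apart from others as a part of the pattern. With median-of-ratios scaling 55.3% and 51.4% of the calls were higher. This scaling centres the fold changes of all genes, which moves the split toward even but does not fix it. Under it 38.5% of the calls for Compound 1 against Vehicle were higher. Against Compound 1, 37.6% of the calls with the combination and 31.9% of those with Enalapril were higher. Centring would also remove a true fall of most transcripts, so it cannot decide whether scaling to the library total lies behind the pattern. That scaling and a true fall of many transcripts under treatment both stay open.

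Mast cell proteases were lower with each treatment: Mcpt2 by -1.29, -1.55 and -2.35 on the log2 scale with Enalapril, Compound 1 and the combination, Cma1 by -1.10, -1.19 and -1.60. Reads shared between related proteases would leave Cpa3, a carboxypeptidase of another family, where it was, but Cpa3 was lower in 3 of 3 treatments, at 2.53 FPKM in Vehicle and 0.951, 1.07 and 0.592 with treatment (the call with Enalapril was lost with the inner medulla covariate). Less fat or urothelium in the tissue piece, where mast cells could lie, would lower their markers too. With median-of-ratios scaling the 5 measured markers of urothelium had a median log2 fold change of -0.0844 with Enalapril (-0.13 to 0.06), 0.168 with Compound 1 (-0.11 to 0.37) and -0.0162 with the combination (-0.11 to 0.07), against -1.17, -1.48 and -1.86 for the 5 proteases, which argues against less urothelium. The 4 adipocyte markers had a median of -0.0172 with Compound 1 (-0.21 to 0.47) and -0.0708 with the combination (-0.73 to 0.76), which argues against less fat there. With Enalapril their median was -0.0486, but they ran from -0.67 to 0.45, past the bound of -0.58 (0.5 of the protease median), so less fat cannot be told apart from other explanations for Enalapril. Of these markers Cfd was lower with Enalapril and with the combination, and Cidec was higher with the combination. The call for Cidec was lost in 10 of 23 fits that left out 1 animal and with the inner medulla covariate. With that covariate the call for Cfd was lost with Enalapril and kept with the combination. With Compound 1 and the combination, fewer mast cells, or less protease mRNA per cell, may underlie the fall; this is a hypothesis, found and tested on the same animals. Kit, at 7.44 and 7.31 FPKM in Vehicle and with Compound 1, does not decide between them because other kidney cells express it.

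More DEGs were called with the combination than with Enalapril. The combination had 12 animals and Enalapril 9, but with 9 of the 12 drawn at random, 100 of 100 draws called more than 611 genes (694 to 1320, median 999), and with median-of-ratios scaling 100 of 100 called more than 369 (459 to 915). Group size is therefore not a sufficient explanation. A stronger effect of the combination stays open, and the direct comparison of the groups called 1 gene.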

How the results depend on the processing

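The removal of mitochondrial transcripts and the fit without Vehicle animals 1003 and 1004 were chosen after the data were seen. Counts of DEGs depended on the pseudocount, the filter, the fold threshold, the scaling, sample weights, the inner medulla covariate and the animals left out; apart from what a stricter filter (fewer genes) or a dropped threshold does by construction, the cause was not tested.

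For Enalapril against Vehicle, 611 DEGs became 249 with log2(FPKM + 1), 293 with FPKM above 5, 369 with median-of-ratios scaling, 325 with quantile normalization, 4071 with no fold threshold, 78 with the covariate and 355 without Vehicle 1003 and 1004. Leaving out single animals gave 404 (without Vehicle 1003) to 778. For Compound 1, 27 became 14, 12, 64 and 74 with log2(FPKM + 1), FPKM above 5, no fold threshold and the covariate, and 21 to 36 without single animals. For the combination, 995 became 440 and 478 with the first 2 of these, 650 with median-of-ratios scaling, 556 with quantile normalization, 6153 with no fold threshold and 461 with the covariate, and 762 to 1194 without single animals; its top 20 held 9 higher genes with both rescalings and 3 before.

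For the combination against Enalapril, 1 became 2 with log2(FPKM + 1), 4 with both rescalings, 7 with no fold threshold, 18 with sample weights, 13 with the covariate, 0 without animals 2103 and 3102 to 3105 and 2 without the 6 animals listed apart. With no filter and with only the 2 groups in the fit it stayed 1, but another gene, higher with the combination, took the place of Mcpt2. Leaving out 1 animal gave 0 to 8; the count was 8 without 4002, 2 without 2009, 1 without 2005, 4003 or 4005 (Mcpt2), 1 without 2008 or 4007 (another gene, higher), and 0 without any other. Against Compound 1, the combination's 314 became 115 and 134 with log2(FPKM + 1) and FPKM above 5, 2989 with no fold threshold, 487 with sample weights, 27 with the covariate and 502 without the 6 animals (210 to 443 without single animals), and Enalapril's 299 became 133, 143, 1822 and 44 with the first 3 and the covariate (199, without Compound 1 animal 3001, to 420). The interaction had 0 DEGs with no filter, FPKM above 5, both rescalings, without animals 2103 and 3102 to 3105 and with mitochondrial transcripts removed, 2 without Vehicle 1003 and 1004, and 0 to 2 without single animals, moving in 21 of 44 cases; at an unadjusted p under 0.05, 559 genes had an interaction with median-of-ratios scaling. Genes shared by Enalapril and the combination numbered 172 with log2(FPKM + 1) and 3483 with no fold threshold (424 before), and those shared by Compound 1 and the combination 13 and 56 (22 before). These were the only alternatives run for the overlap.

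Counts of lists called by camera stayed within 1.5 times in total, but lists called up fell with quantile normalization from 15 to 7 (9 with no filter) with Enalapril, 14 to 9 with Compound 1 and 16 to 10 with the combination. A single result reversed: the renin-angiotensin list with Compound 1, not called before (down, adjusted p = 0.703), was called up with FPKM above 5, at an adjusted p of 0.0129, the lowest over its alternatives, and the filter leaves fewer of its genes. Of the other tests of lists under alternatives 3570 kept direction and side of the threshold, 45 gained and 125 lost a call. For genes that could be named it was 31996, 171 and 1270, with 0 reversed; 890 values never called changed sign. Leaving out animals 2103 and 3102 to 3105 has no meaning for the combination against Vehicle, which holds none of them. FPKM give no absolute depth, so genes near an FPKM of 1 or below, such as Cd163, Gucy1a2 and Prkg2, rest on an unknown and small number of reads.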

Differences from the paper's values

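The paper reports 379 DEGs for Enalapril against Vehicle, and limma on FPKM at the paper's thresholds gave 611. Of the alternatives set before the data were examined, FPKM above 5 (293), median-of-ratios scaling (369), quantile normalization (325) and sample weights (417) came within 1.5 times of the paper's count, as did 6 of 20 fits without a single animal. Those with log2(FPKM + 1) (249), log2(FPKM + 0.01) (663), no filter (726), no fold threshold (4071), the inner medulla covariate (78), without animal 2103 (762), without the 6 animals listed apart (591), with all 4 groups in the fit (615) and 14 fits without a single animal did not.

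The paper reports 652 DEGs for the combination against Vehicle, and 995 were found here. Within 1.5 times were log2(FPKM + 1) (440), FPKM above 5 (478), median-of-ratios scaling (650), quantile normalization (556), sample weights (928), the covariate (461) and 11 fits without a single animal. Outside were log2(FPKM + 0.01) (1078), no filter (1270), no fold threshold (6153), without the 6 animals (1046), all 4 groups in the fit (1009) and 12 fits without a single animal. The count with Compound 1, 27 here and 38 in the paper, is within 1.5 times, as are those with median-of-ratios scaling (26), quantile normalization (26), sample weights (35), all 4 groups in the fit (34) and 10 of 23 fits without a single animal. Outside are log2(FPKM + 1) (14), log2(FPKM + 0.01) (24), no filter (25), FPKM above 5 (12), no fold threshold (64), the covariate (74), without animals 3102 to 3105 (20), without the 6 animals (21) and 13 fits without a single animal.

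The paper states that sGC subunit genes had enhanced expression with Compound 1. Here the log2 fold changes were -0.18 for Gucy1a1, -0.06 for Gucy1b1 and 0.03 for Gucy1b2, none was called under any setting, and the upper bounds of the 95% intervals of the fold changes were 1.03, 1.12 and 1.25.

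The paper states that expression of protein kinase G II was observed with Compound 1. Prkg2 was at a mean of 0.292 FPKM with Compound 1 and 0.309 in Vehicle, and in no animal above 1.

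The paper states that genes higher and lower were evenly distributed in the top 20 of the combination. Here 3 were higher and 17 lower; with median-of-ratios scaling and with quantile normalization 9 were higher and 11 lower. For Enalapril and Compound 1 most of the top 20 were lower, as the paper states.

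Of the top 20 genes the paper shows in Fig 9, 19 were called with Enalapril, 17 with Compound 1 and 16 with the combination. The exceptions were Fn3k with Enalapril (called with both rescalings); Fa2h (called with both rescalings), Egf (also with log2(FPKM + 1), FPKM above 5, sample weights, the covariate, all 4 groups in the fit and, added after the data were seen, mitochondrial transcripts removed) and Cd163 (with both rescalings, sample weights, the covariate and all 4 groups in the fit) with Compound 1; and Klhl25, Csf2rb, Acy1 and Aldh1l1 with the combination, all 4 called with median-of-ratios scaling. The sign of all these genes was that of the paper. Median-of-ratios scaling called 18, 19 and 20 of them.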

Other observations

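The tests against regrouped animals were set before their results were seen, and no test in this part was chosen afterwards.

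Of 3 kidney transcripts of urinary injury proteins measured in the paper, 2 were lower than in Vehicle with Enalapril and with the combination. Havcr1, which encodes KIM-1, was at 35.9 ± 8.24 FPKM (SD, n = 11) in Vehicle, 21.9 ± 3.23 (n = 9) with Enalapril, 34.9 ± 8.60 (n = 12) with Compound 1 and 18.5 ± 4.06 (n = 12) with the combination. It passed the limma test with Enalapril (log2 fold change -0.69, lost with both rescalings) and with the combination (-0.95), and not with Compound 1 (-0.05). Lcn2, which encodes NGAL, was at 141 ± 45.3, 72.9 ± 11.7, 148 ± 57.9 and 76.6 ± 21.3 FPKM, with log2 fold changes of -0.90, 0.04 and -0.86, the first and last of which passed. Cst3, which encodes cystatin C, was at 855 ± 88.4, 749 ± 107, 815 ± 81.9 and 732 ± 111 FPKM and was not called. Havcr1 and Lcn2 were also lower with the combination than with Compound 1 in direct tests (-0.90 and -0.90), the call for Lcn2 being lost with the inner medulla covariate. With Enalapril against Compound 1 both were called (-0.64 and -0.95) and neither with the covariate (-0.52 and -0.54, below the fold threshold, adjusted p = 0.104 and 0.108 from limma); Havcr1 was also lost with both rescalings. Whether Enalapril alone differs from Compound 1 in these genes thus depends on the setting.

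Enalapril and the combination each differed from Compound 1, in numbers of genes that depended on the covariate. Enalapril had 299 DEGs against Compound 1, 44 higher and 255 lower (73 and 156 with median-of-ratios scaling), and the combination 314, 37 higher and 277 lower (89 and 148). Most of these calls ended with the inner medulla covariate, which left 44 and 27 DEGs, and the mean of its markers was 3.71 with Compound 1, 3.42 with Enalapril and 3.47 with the combination. Tnni1, a slow muscle troponin, was at 0.805 ± 0.393 FPKM with Enalapril and 2.15 ± 0.670 with Compound 1. Cd163, a scavenger receptor of macrophages, was at 0.676 ± 0.239 FPKM with Enalapril, 0.746 ± 0.173 with the combination and 1.44 ± 0.608 with Compound 1, and lower in both than with Compound 1 (log2 fold changes -0.93 and -0.77), calls lost with log2(FPKM + 1) and with the covariate, and for the combination also with quantile normalization and without animals 2103 and 3102 to 3105. Krt17, a keratin of injured epithelium, was at 0.408 ± 0.205 FPKM with the combination and 1.32 ± 0.685 with Compound 1. Mmp7, a matrix protease of injured tubules, was at 0.803 ± 0.240 and 2.60 ± 1.46 FPKM, a call lost with the covariate. Of 28 fibrosis genes 12 were lower with Enalapril than with Compound 1 (8 with median-of-ratios scaling), and of 20 tubular injury genes 8 were (5). For the combination these numbers were 6 (4) and 11 (6). With the covariate they were 3 and 2 for Enalapril and 0 and 4 for the combination. Camera's adjusted p for the 4 tests ran from 7.0e-20 to 3.0e-10 at the preset correlation, and adjusted p = 0.197 to 0.252 with an estimated correlation.

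Some interferon-stimulated genes fell with each treatment, and few of these calls held after rescaling or with a covariate. With Enalapril 2 of 18 fell, with Compound 1 1 of 18 (Mx2, from 21.2 ± 5.03 to 13.4 ± 2.29 FPKM) and with the combination 10 of 18. With median-of-ratios scaling the calls were 0, 0 and 2, and with the inner medulla covariate 0, 4 and 0. The log2 fold change of Mx2 with Compound 1 was -0.65, and -0.59, below the fold threshold, without Vehicle animal 1003. Camera gave adjusted p = 0.0024 with Enalapril and 3.6e-05 with the combination, and adjusted p = 0.379 and 0.288 with an estimated correlation. Whether the treatments differ in this was not tested beyond the direct comparisons above.

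The animals were regrouped 100 times to see how often other groupings give as many DEGs. Chance can be excluded for Enalapril against Vehicle, where 1 grouping (the real one) reached 611 and the highest other had 1; for the combination against Vehicle, where 1 reached 995 and the highest other had 1; for the combination against Compound 1 (314, highest other 77, 1 grouping); and for Enalapril against Compound 1 (299, highest other 169, 1 grouping). For the combination against Enalapril 1 grouping (the real one) reached the count of 1 and the highest other had 0. That margin is 1 gene, whose call 16 of 21 fits without a single animal ended, so the regrouping does not exclude chance here. The test also made 1 false call in simulated data for this comparison, though those data held many changed genes. For Compound 1 against Vehicle 3 of the 100 groupings, the real one among them, reached 27, a share under 0.05. The highest other had 79, so a count of 27 was uncommon among the groupings but does not by itself exclude chance. The source of that higher count was not tested. On the first principal component (20.1% of variance) Vehicle animal 1003 lay farthest out, and on the second (9.24%) Vehicle animal 1004.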
